# Dynamic heterogeneity towards drug resistance in AML cells is primarily driven by epigenomic mechanism unveiled by multi-omics analysis

**DOI:** 10.1016/j.jare.2025.05.038

**Published:** 2025-05-21

**Authors:** Yulong Zhang, Yanfang Lu, Liyao Mai, Zebin Wen, Min Dai, Siwen Xu, Xianwei Lin, Yongjian Luo, Yinbin Qiu, Yuting Chen, Zhanying Dong, Caiming Chen, Wei Meng, Xingguang Luo, Guanchuan Lin, Paul K.H. Tam, Xinghua Pan

**Keywords:** Acute myeloid leukemia, Drug resistance, Multi-omics, Single-cell sequencing, Sample multiplexing

## Abstract

**Introduction:**

Acute myeloid leukemia (AML) is a hematologic malignancy characterized by aggressive proliferation and chemoresistance, leading to poor patient outcomes. Despite advances in chemotherapy, resistance mechanisms remain inadequately understood, particularly at the cellular and molecular level.

**Objectives:**

This study aims to elucidate the cellular and molecular mechanisms underlying drug resistance in AML cells.

**Methods:**

A multi-omics approach was employed, integrating single-cell RNA sequencing (scRNA-seq), chromatin accessibility profiling (scATAC-seq), DNA methylation analysis, and whole-exome sequencing (WES). AML cell lines (KG-1a, Kasumi-1, and HL-60) were treated with standard chemotherapeutic agents, including cytarabine (Ara-C), daunorubicin (DNR), azacitidine (AZA), and decitabine (DEC). Additionally, we developed a novel multiplexed scRNA-seq strategy, NAMUL-seq, to enhance the efficiency and scalability of single-cell transcriptomic research.

**Results:**

We observed substantial cellular heterogeneity and dynamic transcriptomic trajectories in AML cells subjected to various treatments, uncovering a tendency for reprogramming towards a more stem-like state. Notably, Ara-C-resistant KG-1a cells predominantly originated from G2/M phase subpopulations, suggesting a resistance mechanism linked to specific cell cycle stages. Our findings further indicate that rapid Ara-C resistance is primarily driven by epigenomic changes, including alterations in DNA methylation, chromatin architecture, and transcription factor activity, whereas exonic mutations played a minimal role.

**Conclusion:**

This study demonstrates that AML drug resistance is predominantly driven by epigenomic mechanisms rather than genetic mutations. This study provides a detailed cellular and molecular characterization of AML drug response and resistance, identifying potential therapeutic targets and laying the groundwork for future efforts to overcome chemoresistance.

## Highlights

• Single-cell sequencing reveals AML cell heterogeneity and transcriptomic trajectories under treatment.
• Drug exposure induces a transition to stem-like states, reflecting adaptive responses.
• Ara-C resistant KG-1a predominantly originates from G2/M phase subpopulations, highlighting cell cycle-specific mechanisms.
• Rapid AML drug resistance is primarily driven by epigenomic regulation, with minimal contribution from genetic mutations.

## Introduction

Acute myeloid leukemia (AML) is a hematologic malignancy originating from myeloid-lineage cells. It is characterized by aggressive proliferation, a blockade of differentiation, and impaired apoptosis of immature leukemic blasts [1]. This devastating disease imposes a significant burden on patients and is associated with a wide spectrum of symptoms [2]. Among the four major types of leukemia (acute or chronic, myeloid or lymphoblastic), AML exhibits the highest incidence and mortality rates, with a five-year survival rate remaining below 30 % [3,4].

Over recent decades, advancements in chemotherapy and bone marrow transplantation have significantly improved remission rates and survival outcome for AML patients. Key chemotherapeutic agents such as cytarabine (Ara-C), daunorubicin (DNR), azacitidine (AZA), and decitabine (DEC) are central to AML treatment. Ara-C, a nucleoside analog, inhibits DNA synthesis [5,6], while DNR, an anthracycline antibiotic, exerts cytotoxic effects through DNA intercalation, topoisomerase II inhibition, and induction of DNA strand breaks [6,7]. The “7 + 3” regimen, combining Ara-C with an anthracycline, remains the standard induction therapy for AML [8,9]. Additionally, aberrant DNA methylation is a hallmark of AML, and DNA methyltransferase inhibitors (DNMTi) like AZA and DEC have shown clinical efficacy [[10], [11], [12]]. Despite these advances, approximately 20 % of newly diagnosed AML patients exhibit primary refractoriness, and over half of those achieving complete remission (CR) ultimately relapse, with chemoresistance being a frequent outcome [13].

Both intratumoral (ITH) and intertumoral heterogeneity play critical roles in drug resistance and relapse in AML [14,15]. Leukemia stem cells (LSCs) have been implicated in chemoresistance and poor outcome [[16], [17], [18], [19], [20], [21]], though conflicting evidences highlight the complexity of resistance mechanisms [22,23]. Malignant cells can acquire drug resistance through both intrinsic and acquired pathways [24]. While gene mutations are often considered the primary drivers of resistance, mounting evidence suggests that epigenomic mechanisms and multiomics interactions also contribute significantly to chemoresistance, posing challenges to our understanding of these processes in AML and other tumors [25,26]. The inherent complexity of intertumoral heterogeneity, particularly in genomics and epigenomics, complicates resistance studies in patient samples. In this context, cancer cell lines, which exhibit ITH comparable to patient-derived tumor biopsies while being limited to cancer cells, serve as a practical and concise model for dissecting these mechanisms [27].

Historically, bulk analyses have dominated AML research, averaging data across diverse cell populations and obscuring single-cell heterogeneity. The advent of scRNA-seq has revolutionized biomedical research by enabling the resolution of cellular heterogeneity [[28], [29], [30]] and providing new insights into drug resistance mechanisms in AML. However, broader adoption of scRNA-seq has been hampered by technical challenges, including inefficient sample processing, high costs, difficulties in accurately identifying true single cells, and batch effects. Recent innovations in sample multiplexing for single-cell sequencing have addressed these issues, improving throughput, while still facing certain limitations and risks [31].

In this study, we employed multiplexed scRNA-seq, alongside single-cell chromatin accessibility, DNA methylation analysis, and whole-exome sequencing, to examine the responses of three AML cell lines (KG-1a, Kasumi-1, and HL-60) to four standard chemotherapeutic agents. We developed NAMUL-seq (Natural and Artificial Multiplexed scRNA-seq) to enhance multiplexing efficiency, analyzing these cell lines under six treatment conditions. Through integrated multiomics analysis, validated with public datasets, we demonstrate that epigenomic forces drive the drug resistance, and intrinsic and acquired mechanisms are involved synergistically, enabling AML cells to evade therapeutic interventions. Our findings reveal multidimensional cellular and molecular changes, underscoring the multifactorial nature of drug resistance emergence and progression in AML.

## Materials and methods

### Cell culture and drug treatment

Human myeloid leukemia cell lines KG-1a, Kasumi-1, and HL-60 were acquired from Cellcook Biotech Co., Ltd. (Guangzhou, China), the Hematology Department of Southern Hospital (Guangzhou, China), and Procell Life Science & Technology Co., Ltd. (Wuhan, China), respectively. All cell lines were authenticated within one year of receipt through short tandem repeat (STR) analysis and certified by their respective providers. KG-1a and Kasumi-1 were cultured in RPMI 1640 medium (Thermo Fisher Scientific, #C11875500BT) supplemented with 10 % fetal bovine serum (FBS) (Thermo Fisher Scientific, #10099141C). HL-60 cells were grown in Iscove's Modified Dulbecco's Medium (IMDM) (Thermo Fisher Scientific, #12440053) supplemented with 20 % FBS (Thermo Fisher Scientific, #10099141C). All cells were maintained in a humidified atmosphere containing 5 % CO2 at 37 ℃ in T25 culture flasks (Corning).

Chemotherapeutic agents Ara-C, DNR, AZA, and DEC were sourced from MedChemExpress (MCE, #HY-13605A; #HY-13062; #HY-10586; #HY-A0004). These agents were dissolved in dimethyl sulfoxide (DMSO, Sigma-Aldrich, #D2650-100ML) to prepare stock solutions at concentrations of 50 mM for Ara-C, 10 mM for DNR and DEC, and 100 mM for AZA. The stock solutions were stored at −80 ℃, protected from light, and used within six months. Prior to application, stock solutions were diluted in DMSO to a working concentration of 1 mM. A volume of 6 µL of the 1 mM working solutions was added to T25 culture flasks containing 6 mL of cell culture medium to achieve a final drug concentration of 1 µM. Cells were treated with these agents for the required duration, while control groups received an equivalent volume of the solvent (DMSO).

### Establishment of Ara-C resistant KG-1a

Resistance to Ara-C in KG-1a was induced using a high-dose drug shock approach instead of a dose-escalation method. KG-1a cells were initially treated with 1 µM Ara-C for three days, followed by a nine-day recovery period without the drug, during which the medium was changed every three days to facilitate cell recovery. Subsequently, Ara-C-resistant KG-1a cells were maintained in culture with a continuous presence of 1 µM Ara-C in the medium.

### Multiplexed single-cell RNA sequencing

#### Antibody-based barcoding on BD Rhapsody platform

Cell concentration and viability were assessed using a Countess II Automated Cell Counter (Life) and 0.4 % Trypan Blue (Thermo Fisher, #T10282). A total of 50,000 viable cells (> 90 % viability) from each of the four samples (KG-1a, Kasumi-1, and two K562 samples representing G1 and G2 phases for another study) were labeled with a unique Sample Tag using the BD Single-Cell Multiplexing Kit (BD Biosciences, #633781) according to the manufacturer's protocol. Briefly, 50,000 cells from each sample were resuspended in 200 µL BD Pharmingen Stain Buffer (FBS) (BD Biosciences, #554656). The Sample Tag tubes were gently centrifuged to collect the contents at the bottom. Then, 180 µL of the cell suspension from each sample was transferred to individual Sample Tag tubes and incubated at room temperature (15 ℃ to 25 ℃) for 20 min. After labeling, the cell suspensions were pooled into a 15 mL tube (Corning, #430790) and washed three times with 2 mL of BD Pharmingen Stain Buffer, centrifuging at 300 × g for 5 min while carefully removing the supernatant to avoid disturbing the pellet. Finally, the cell pellet was resuspended in 620 µL of cold Sample Buffer (BD Biosciences, #650000062), and cell concentration and viability were reassessed. The tubes containing the resuspended cells were kept on ice until further processing.

The four labeled cell suspensions were pooled in equal amounts to achieve a total of approximately 40,000 cells in 620 µL (insufficient volumes were supplemented with cold Sample Buffer). The BD Rhapsody cartridge, containing over 200,000 microwells, was primed, and 575 µL of the pooled single-cell suspension was loaded onto the cartridge and incubated at room temperature for 15 min. Subsequently, Cell Capture beads were washed and loaded onto the cartridge and incubated for an additional three minutes at room temperature. The cartridge was washed twice with BD Sample Buffer to ensure that one magnetic bead bound to only one cell in each microwell. Afterward, the cells were lysed, and the released mRNAs along with antibody-linked sample tag oligos were captured by the Cell Capture Beads. The beads were retrieved, washed, and reverse transcription was performed immediately. The Cell Capture Beads containing cDNA were treated with Exonuclease I to eliminate redundant primers, preventing adverse effects on subsequent library construction. cDNA and sample tag libraries were prepared using the BD Rhapsody Whole Transcriptome Analysis Amplification Kit and BD Single-Cell Multiplexing Kit (BD Biosciences). Final libraries were quantified using a Qubit Fluorometer and the Qubit dsDNA HS Kit (Thermo Fisher, #Q32854). The fragment distribution of the libraries was analyzed with an Agilent 2100 Bioanalyzer using the Agilent High Sensitivity DNA Kit. Sequencing was performed in paired-end mode (2 × 75 cycles) on a NextSeq 500 System (Illumina).

#### Lipid-tagged barcoding on 10x Genomics platform (CellPlex)

Cell concentration and viability for 18 samples (3 cell lines × 6 experimental conditions) were assessed using a Countess II Automated Cell Counter and 0.4 % Trypan Blue. The goal was to obtain 2,500 single cells from each cell line in the control group and 1,500 single cells from each cell line in the drug treatment groups after multiplexed single-cell RNA sequencing. For the control group, 600,000 cells from each cell line were prepared for labeling with a unique tag using Cell Multiplexing Oligo (CMO) from the 10x Genomics 3′ CellPlex Kit (#1000261). In the drug treatment groups, 200,000 cells from each cell line were pooled to total 600,000 cells, which were then labeled with a unique CMO tag.

Labeling was performed according to the 10x Genomics CG00391 Rev A protocol, with minor modifications. Briefly, 600,000 initial cells were transferred to a 15-mL tube (eight tubes total for labeling), and PBS with 0.04 % BSA was added to each tube to achieve a final volume of 1 mL. The cell suspension was gently mixed and then centrifuged at 300 × g for 5 min using a swinging-bucket rotor. The supernatant was carefully discarded, ensuring the pellet remained undisturbed. Next, 50 µL of equilibrated CMOs (brought to room temperature and mixed) were added to each tube, and the pellet was resuspended with 10–15 gentle pipetting motions. The suspension was incubated for 5 min at room temperature. The cells were then washed three times with chilled Wash & Resuspension Buffer (PBS + 1 % BSA), adding 1.95 mL for the first wash and 2 mL for the second and third washes. After gently mixing, the suspension was centrifuged at 300 × g for 5 min at 4℃, and the supernatant was carefully removed without disturbing the pellet. Finally, the pellet was resuspended in 200 µL of cold Wash & Resuspension Buffer to achieve a concentration of approximately 1,500 cells/µL, assuming a 50 % loss from the initial 600,000 cells. The concentration and viability of the cells were then assessed, and the resuspended samples were kept on ice until further use.

To reduce variability, five times the loading volume of each cell suspension was pooled. A one-fifth volume of the pooled single-cell suspension was loaded onto the 10x Genomics Chromium Next GEM Chip G immediately. cDNA and CMO tag libraries were constructed according to the standard manufacturer’s protocol from the 10x Genomics Chromium Next GEM Single Cell 3ʹ Reagent Kits v3.1 (Dual Index) with Feature Barcode technology for Cell Multiplexing. The fragment distribution of the libraries was analyzed using an Agilent 2100 Bioanalyzer with the Agilent High Sensitivity DNA kit, and sequencing was performed on an Illumina Novaseq PE150 System.

#### Antibody-based barcoding on 10x Genomics platform

Six samples were labeled, including KG-1a treated with 1 µM Ara-C for 6, 12, 24, and 48 h, as well as naïve and Ara-C resistant KG-1a cells, following an adapted BioLegend cell hashing protocol (TotalSeq™-B Antibodies and Cell Hashing with 10x Single Cell 3′ Reagent Kit v3 3.1 Protocol). Labeling buffer (PBS + 1 % BSA) and resuspension buffer (PBS + 0.04 % BSA) were prepared in advance and kept on ice. For each sample, an antibody mix was created by adding 0.1 µg of the corresponding Hashtag antibody (BioLegend, TotalSeq-B Reagents) to 50 µL of labeling buffer. The antibody mix was then centrifuged at 14,000 g at 4 ℃ for 10 min to remove any sediment.

Each sample, containing 500,000 initial cells, was resuspended in 50 µL of labeling buffer and incubated with 5 µL of Human TruStain FcX (BioLegend, PN 422301) for 10 min to block nonspecific antibody binding. The suspension was gently mixed with the corresponding antibody mix supernatant and incubated at 4 ℃ for 30 min. After incubation, 1.4 mL of labeling buffer was added before the suspension was centrifuged at 300 g at 4 ℃ for 5 min. The supernatant was discarded, and the cells were rinsed twice with 1.5 mL of labeling buffer. Assuming a 50 % loss from the initial 500,000 cells, the samples were resuspended in the resuspension buffer to achieve a final density of 1–2 × 10^6^ cells/mL. The quality of the single-cell suspension was evaluated using 0.4 % Trypan Blue staining and a Countess II Automated Cell Counter.

All samples were combined at five times the loading amount and kept on ice prior to use. A one-fifth volume of the pooled single-cell suspension was loaded onto the 10x Genomics Single Cell-B chip. The cDNA library was prepared following the standard manufacturer’s protocol from the 10x Genomics Single Cell 3′ v3 Reagent Kits, incorporating Feature Barcoding technology for cell surface proteins, and then sequenced on an Illumina Novaseq PE150 System.

#### Nuclei preparation and scATAC-seq

Nuclei were isolated by lysing the cells according to the 10x Genomics protocol (CG000169 Rev E). Briefly, naïve and Ara-C resistant KG-1a cells were mixed with 100 µL of prepared lysis buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1 % Tween-20, 0.1 % IGEPAL CA-630, 0.01 % Digitonin, 1 % BSA) and incubated on ice for 5 min. Following this, 1 mL of chilled wash buffer was added, and the suspension was centrifuged at 500 × g for 5 min at 4 ℃. The supernatant was discarded, and the nuclei pellet was resuspended in chilled diluted nuclei buffer (20x nuclei buffer provided by 10x Genomics, #2000153/2000207). The nuclear concentration was quantified using a Countess II Cell Counter.

Approximately 70,000 nuclei were targeted for transposition and captured using a 10x Chromium Controller. scATAC-seq libraries were prepared according to the Chromium Single-Cell ATAC Reagent Kits User Guide (10x Genomics, CG000168 Rev B). The library was sequenced on an Illumina NovaSeq 6000, employing the following read lengths: 50 bp for Read 1 (DNA fragments), 8 bp for the i7 index (sample index), 16 bp for the i5 index (cell barcodes), and 50 bp for Read 2 (DNA fragments).

#### Infinium methylation EPIC bead chip assay

The Illumina Infinium Human Methylation EPIC (850 K) BeadChip array (Illumina, San Diego, CA, USA) was performed by Novogene Co., Ltd (Beijing, China) according to the manufacturer’s instructions. This assay quantifies DNA methylation levels at over 850,000 CpG sites, providing comprehensive coverage of CpG islands, RefSeq genes, ENCODE open chromatin, ENCODE transcription factor-binding sites, and FANTOM5 enhancers. To enhance reliability, two samples were included in each group.

Correlation analyses were also conducted by Novogene. Briefly, raw EPIC array data were preprocessed using the RnBeads R/Bioconductor package. Low-quality samples and probes were removed using the Greedycut algorithm, which applies a detection p-value threshold of 0.05 as implemented in the RnBeads package. Additionally, probes with fewer than three beads or those with missing values in at least 5 % of the samples were discarded. For each CpG site, a β-value was calculated, representing the fraction of methylated cytosines at that site (0 = unmethylated, 1 = fully methylated). The β-values were subsequently normalized using Illumina’s default normalization method. Differentially methylated CpG positions (DMPs) were identified using a two-sided non-parametric Wilcoxon signed-rank test. All statistical analyses were performed in R. Functional annotation analysis was carried out using the Genomic Regions Enrichment of Annotations Tool (GREAT v3.0.0) with default settings, utilizing the EPIC array CpG sites that passed quality control as the background reference.

#### Whole-exome sequencing (WES)

Whole-exome sequencing was conducted at Novogene Co., Ltd (Beijing, China) using the Agilent SureSelect Human All Exon kit (50 MB or 60 MB) and sequenced on Illumina HiSeq instruments to achieve a mean coverage of 100 × across the target regions for each sample.

The analysis of the exome data was also performed by Novogene. Quality control procedures were applied to the FASTQ files to remove sequence artifacts and contamination, including: 1) read pairs with adapter contamination (>10 nucleotides aligned to adapter sequences, allowing ≤ 10 % mismatches); 2) read pairs containing > 10 % uncertain nucleotides; and 3) reads with over 50 % low-quality (Phred quality < 5) nucleotides. The FASTQ files were then aligned to the Human Reference Genome (hs37d5) using the Burrows-Wheeler Aligner (version 0.7.8). After sorting and indexing the BAM files sequentially, Picard (version 1.111) was used to merge the BAM files and mark PCR and optical duplicates for downstream analyses. Multiallelic single nucleotide variants (SNVs) and small insertions/deletions (InDels) were identified for each subject using SAMtools (version 1.0) and BCFtools (version 1.0). The raw SNV and InDel calls were filtered using the following criteria: 1) read depth > 4; 2) root-mean-square mapping quality of covering reads > 30; 3) variant quality score > 20; and merged separately using VCFtools (version 0.1.12b). Variants were annotated with ANNOVAR. Rare copy number variants (CNVs) from the WES data were detected using the SVD-ZRPKM algorithm CoNIFER (version 0.2.2).

#### Single-cell RNA data preprocessing

For the BD Rhapsody platform, BCL files were demultiplexed using Bcl2fastq2 v.2.20 from Illumina, followed by quality assessment of the reads. Paired-end scRNA-seq reads were filtered for valid cell barcodes using the provided barcode whitelist from BD. The reads were aligned to the hg38 human transcriptome, and the expression matrix was imported into Seurat v3.1.0 for further preprocessing. Metrics such as the number of detected genes, unique molecular identifiers (UMIs), and the fraction of UMIs corresponding to mitochondrial features were calculated to assess the transcriptome quality of each cell. Genes expressed in at least 10 cells were retained, while cells with more than 20 % mitochondrial transcripts or fewer than 200 or more than 8,000 transcribed genes were excluded. Sample tags were extracted from the BD Rhapsody analysis pipeline (https://www.sevenbridges.com/bdgenomics/), and cells identified as multiplets, negatives, or labeled as “undetermined” were removed.

For the 10x Genomics platform, raw sequencing data were demultiplexed and converted into a single-cell gene count matrix using Cell Ranger 3.1.0 with default parameters (https://github.com/10xGenomics/cellranger), adjusting only for the expected number of cells based on the targeted (captured) cells in each experiment. mRNA reads were mapped to the hg38 reference genome, allowing reads to align to both exonic and intronic regions. A specific Feature Reference File was generated for each hashing strategy and used as input for Cell Ranger. Filtered count matrices were utilized for downstream analysis. CellPlex and TotalSeq-B samples from dual-index libraries were processed using Cell Ranger version 6.1.1. To assign hashing tags for each cell, two strategies were evaluated on the filtered feature-barcode matrix generated by Cell Ranger using the Seurat 3.1.4 package in R (version 3.6.0): (i) the HTODemux function with default parameters and (ii) the MULTIseqDemux function with the argument autoTresh = TRUE. Subsequent clustering and visualization of the datasets were performed in R using Seurat version 3.1.4 functions as outlined in the “Demultiplexing with Hashtag Oligos (HTOs)” vignette (https://satijalab.org/seurat/v3.1/hashing_vignette.html). Hashing accuracy was assessed based on the overlap between cells annotated using MULTISeqDemux, HTODemux, or GMM-Demux (https://github.com/CHPGenetics/GMM-Demux) compared to the freemuxlet ground truth.

#### SNP-based demultiplexing

Cell line deconvolution was performed using the genotype-free tool freemuxlet, an extension of demuxlet. Both tools are part of the popscle software (commit 7b141e3), available at https://github.com/statgen/popscle/. To reduce computation time, the input BAM file was sorted to include only reads that (i) overlap with SNPs in the VCF file and (ii) have a corresponding cell barcode in the cell barcode list. The code is accessible at https://github.com/aertslab/popscle_helper_tools. The filtered BAM file was further processed with the popscle dsc-pileup tool to aggregate reads and their corresponding base quality for each overlapping SNP and barcode. The reference VCF file was assembled from the 1000 Genomes Project GRCh38 genetic variants data, discarding variants with allele frequencies < 0.1 or > 0.9. Finally, freemuxlet was utilized with default parameters to determine sample identity and identify doublets.

## Discrimination of tumor and non-tumor cells in clinical patient single-cell data

Paired scRNA-seq data from acute myeloid leukemia (AML) patients before and after chemotherapy were obtained from a study by Kening Li and colleagues [32]. Following their recommendations, bone marrow cells from 20 healthy controls were included for integrated analysis. The integrated cells underwent meticulous clustering, which is critical for distinguishing tumor from non-tumor cells, as AML typically arises from a blockage at a specific stage of blood cell development. Insufficiently refined clustering may result in the misclassification of AML cells with closely related cells. Assuming that healthy control cells comprise 50 % of the total cell population, a sub-cluster was defined as “Normal-like” (non-tumor cells) if more than 50 % of the cells in that sub-cluster originated from the normal group. Conversely, cells from the patient group within a sub-cluster were classified as “Leukemia-like” (tumor cells) in all other cases. This classification rationale is based on the notion that a sub-cluster containing over 50 % of normal cells indicates reduced representation of normal cells in the AML patient's sample, corresponding to a developmental blockage that leads to a decrease in the proportion of other normal cells. Thus, these cells were classified as normal, while others were classified as tumor cells. Li and colleagues found a high degree of consistency when comparing this method of discrimination with one based on genetic mutations, underscoring the reliability of this statistical principle-based approach for identifying tumor and non-tumor cells in AML patients.

## Further analysis of scRNA-seq data

Data integration, unsupervised clustering, visualization, differential expression analysis, cell cycle analysis, and Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed using Seurat [33]. Analyses with CellChat [34], scMetabolism [35], COSG [36], RNA velocity [37], and CytoTRACE [38] were conducted following the respective guidelines provided by the developers. The tree of normal blood cell development was constructed, and acute myeloid leukemia (AML) cells were mapped based on cell–cell interactions (CCI) [39].

### scATAC-seq data analysis

The Cell Ranger ATAC single-cell ATAC pipeline version 1.1.0 was utilized to generate FASTQ files from the sequencer output BCL files, perform read filtering and alignment, detect accessible chromatin peaks, and conduct dimensionality reduction, cell clustering, and differential accessibility analyses. Quality metrics for scATAC-seq, including insert size distribution, enrichment around the transcriptional start site, and a t-SNE heatmap of fragments per cell, were obtained from the Cell Ranger ATAC output. Track plots were generated using Loupe Cell Browser (10x Genomics, v. 4.1.0). The 10x Genomics output was further processed using the standard Signac workflow to compute quality control metrics, normalization, latent semantic indexing, and subsequent UMAP calculations. Cells were then clustered using the Leiden algorithm and integrated with scRNA-seq data through cross-modality integration and label transfer. For pseudotime and differential accessibility analysis, the filtered peak barcode matrix output from 10x was used to generate a cell dataset-class object using Monocle 3. Separate subset objects were created for chondrogenic, tenogenic, and dermal fibroblast (DF) commitment by combining clusters of chondrocytes, tenocytes, or DFs, respectively. The Cicero package was employed to construct trajectories based on accessibility data, perform differential accessibility analysis, and visualize accessibility changes over pseudotime.

### Integrated analysis of scRNA-seq and scATAC-seq data

To interpret the scATAC-seq data, we applied Seurat’s integration framework to identify corresponding cell pairs between the two modalities. The shared correlation patterns between scATAC-seq gene activity and scRNA-seq gene expression were determined using the “FindTransferAnchors” function (reduction = 'cca'). The cell type labels for each cell in the scATAC-seq dataset were predicted using the “TransferData” function (weight.reduction = 'lsi' and dim = 2:15). After filtering, a total of 21,272 cells remained with a maximum prediction score ≥ 0.5. The filtered scATAC-seq object was reprocessed using latent semantic indexing (LSI), batch-corrected with the Harmony algorithm, and clustered using the SLM algorithm. The Jaccard index was utilized to assess the consistency between cell identities predicted by label transfer and curated annotations based on known marker gene activities.

#### Single-cell transcription factor activity analysis

Single-cell transcription factor (TF) motif activity for 870 TFs from the Catalog of Inferred Sequence Binding Preferences (CIS-BP) database (using chromVAR motifs ‘human_pwms_v2′) was estimated with the RunChromVAR wrapper in Signac (v1.2.1). Differential TF activity between cell types was calculated using the “FindMarkers” function (log2(FC) > 1 and Bonferroni-adjusted P < 0.05).

#### Kaplan–Meier analysis of overall survival (OS) of TCGA AML patients

We obtained data from 152 AML samples from The Cancer Genome Atlas (TCGA) database. Based on gene expression levels, patients were classified into high and low groups using an optimal cutoff value rather than the median. Kaplan-Meier survival analysis was conducted using the R package survminer. Survival probabilities and durations for each group were assessed by plotting Kaplan-Meier survival curves. The Log-rank test was employed to compare survival outcome between the two groups, focusing on whether the P-value was less than 0.05 to determine statistically significant differences.

## Results

### The cellular heterogeneity and communication in KG-1a and Kasumi-1

To investigate the heterogeneity within AML cell lines and validate the utility of multiplexed scRNA-seq, we employed oligo-tagged antibodies to label four distinct samples: KG-1a, Kasumi-1, and two K562 samples (G1 and G2 phases, used in a separate study). 

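The BD Rhapsody data analysed here come from KG-1a, an AML line of immature phenotype, and Kasumi-1, another AML line, with 1 culture of each; the K562 samples were not analysed here. KG-1a contributed 46288537 UMIs (median 10130 UMIs and 3599 genes per cell, median mitochondrial share 13.9%) and Kasumi-1 82911817 UMIs (median 16820 UMIs and 4340 genes per cell, 10.1% mitochondrial). The identity of each matrix was checked with marker genes listed beforehand: KIT, the receptor of stem cell factor, stood at 957 CPM (UMIs of a gene per 1000000 UMIs) in Kasumi-1 and 23.7 CPM in KG-1a, and CRISP3, a secreted granule protein, at 1271 CPM in KG-1a and 6.25 CPM in Kasumi-1. Some other genes listed for this check differed less. CD34 stood at 522.7 CPM in KG-1a and 462.6 CPM in Kasumi-1, POU4F1 at 17.7 and 29.9 CPM, and TRH was in neither matrix. The authors aligned the reads to the hg38 transcriptome, called the sample tags and removed multiplets and untagged cells, and the deposited values are raw UMI counts per gene and cell. From these, UMIs were summed per line or per cluster and given as CPM with exact 95% Poisson intervals, and shares of cells with exact binomial intervals, both of which cover counting error only. Cells were clustered in each line with the Leiden method at resolution 0.8, using 2000 variable genes, 30 principal components and 20 neighbours and leaving out CD34 and CD38, so that the clustering does not set the level of either gene. Shares of cells with a UMI were also computed after thinning each cell to 5000 UMIs. With 1 culture per line, differences between the lines have no replicate check and were not tested.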

We then conducted multiplexed scRNA-seq using the BD Rhapsody platform. Post-sequencing, the data were demultiplexed, and cells were assigned to their original samples based on unique barcoded antibody signals (Fig. S1A). 

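The deposited matrix of KG-1a holds 4459 cells and that of Kasumi-1 4875 cells. All of them lay within the stated limits of 200 to 8000 genes and at most 20% mitochondrial UMIs, with at most 5989 genes in a KG-1a cell and 5994 in a Kasumi-1 cell. With at least 1000 genes and under 10% mitochondrial UMIs required, 252 KG-1a cells and 2306 Kasumi-1 cells were left.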

After sample assignment and quality control, we obtained 4,886 KG-1a cells and 5,045 Kasumi-1 cells.

KG-1a and Kasumi-1 were partitioned into 10 and 8 clusters, respectively (Figs. S1B and S1C). 

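At resolution 0.8, KG-1a fell into 9 clusters of 271 to 801 cells and Kasumi-1 into 7 clusters of 231 to 1168 cells. At resolution 0.4 the numbers were 6 and 5, and at resolution 1.2 they were 13 and 12. Among cells with under 10% mitochondrial UMIs, KG-1a gave 5 clusters and Kasumi-1 7.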

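In KG-1a, the cluster that stood most apart held 616 cells, and 94.0% of the nearest neighbours of its cells belonged to the same cluster. The least separate KG-1a cluster, of 271 cells, had 61.0% of its neighbours within the cluster. In Kasumi-1 the share ran from 63.8% in a cluster of 334 cells to 92.7% in the largest, of 1168 cells. No cluster of either line passed 95%. The measure is the share of each cell's 20 nearest neighbours that lie in its own cluster, and it was added after the clusters had been seen. The 616 KG-1a cells had a median of 5522.5 UMIs, the lowest of the line's clusters.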

Drawing on insights from Kinker et al., who described both discrete and continuous heterogeneity patterns within cell lines [27], we noted discrete minor clusters in KG-1a, especially cluster 3 (Fig. S1B), contrasting with the more continuous clustering seen in Kasumi-1 (Fig. S1C). In KG-1a, CD34 expression was enriched across most clusters, except clusters 3, 4, and 7 (Fig. S1D), whereas Kasumi-1 exhibited a more diffuse CD34 expression pattern (Fig. S1E). 

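CD34, the surface sialomucin of hematopoietic stem and progenitor cells, was abundant in both lines and uneven in KG-1a. Over all KG-1a cells it stood at 522.7 CPM (95% Poisson interval 516 to 529), and over Kasumi-1 cells at 462.6 CPM (458 to 467). Among the 9 KG-1a clusters, 6 held 565 to 911 CPM, and the others held 260.5 CPM (271 cells), 101 CPM (426 cells) and 28.5 CPM (616 cells). The highest KG-1a cluster was 32.0 times the lowest, whereas the 7 Kasumi-1 clusters held 338 to 640 CPM, a ratio of 1.90. At least 1 CD34 UMI was found in 76.7% of KG-1a cells and 97.3% of Kasumi-1 cells, and in 73.4% and 83.0% after thinning, which left out 391 KG-1a cells and 7 Kasumi-1 cells. With under 10% mitochondrial UMIs per cell the lowest KG-1a cluster held 66.3 CPM, and at resolution 0.4 it held 56.4 CPM.

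**Figure D1:**
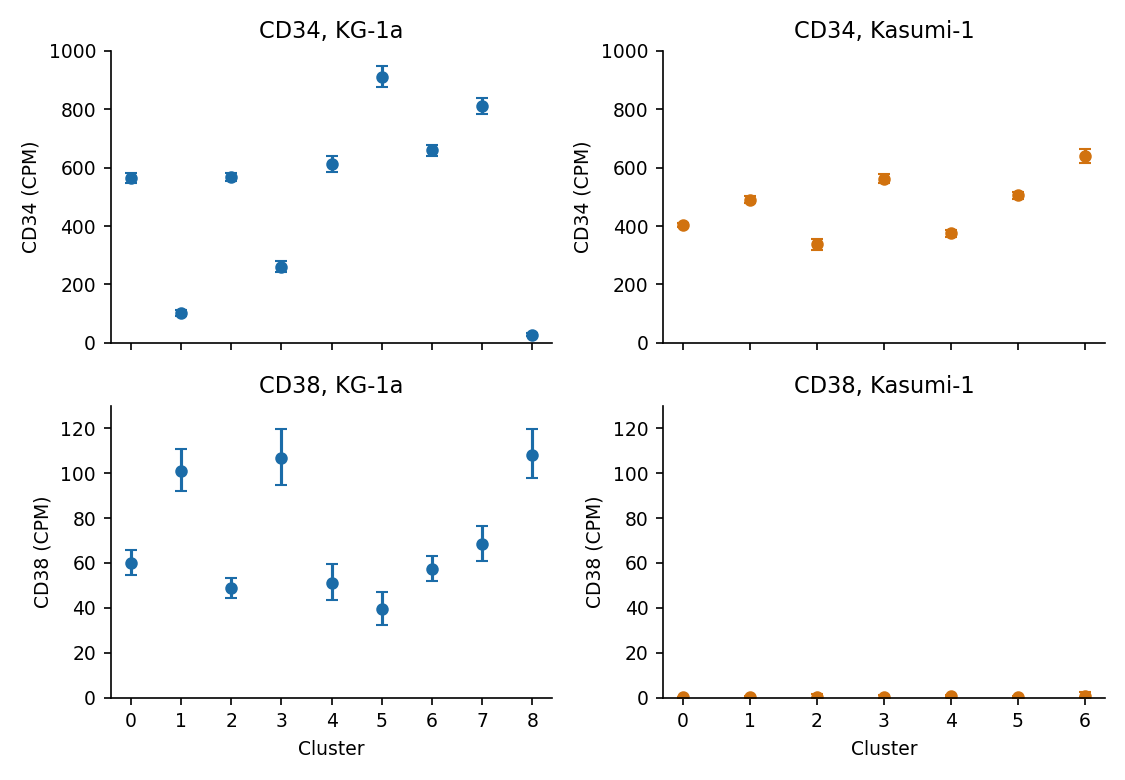
CPM of CD34 and CD38 in each cluster of KG-1a and Kasumi-1 with exact 95% Poisson intervals. CD34 runs from 28.5 to 911 CPM over the KG-1a clusters and from 338 to 640 CPM over the Kasumi-1 clusters.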

CD38 expression in KG-1a was confined to clusters 3, 4, and 7 (Fig. S1F), but was almost absent in Kasumi-1 (Fig. S1G). 

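CD38, an ectoenzyme that appears as progenitors leave the stem cell state, was detected in every KG-1a cluster and hardly at all in Kasumi-1. KG-1a held 66.7 CPM (64.4 to 69.1) and Kasumi-1 0.434 CPM (0.304 to 0.601). The highest CD38 levels in KG-1a were in the 3 clusters with the least CD34: 108 CPM in the cluster of 616 cells, 107 CPM in that of 271 cells and 101 CPM in that of 426 cells. At resolution 1.2 this did not hold, since a cluster of 143 cells with little CD34 (82.9 CPM) had the least CD38 (37.9 CPM). The other 6 clusters held 39.4 to 68.3 CPM. A CD38 UMI was found in 41.2% of KG-1a cells at a median of 10130 UMIs per cell, and in 0.738% of Kasumi-1 cells (36 of 4875) at a median of 16820, a share that free RNA can give. After thinning the shares were 25.8% and 0.267%. Of KG-1a cells, 44.8% had CD34 UMIs without CD38, 32.0% had both, 9.17% had CD38 alone and 14.1% had neither. A cell without a CD38 UMI can still express the gene at this depth. From the distribution of CD34 and CD38, the paper concludes that the cells differ in differentiation state within these lines.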

As CD34 is a critical marker of developmental and differentiation status in human hematopoietic stem cells (HSCs), with CD34^+^CD38^-^ cells often identified as LSCs, these findings underscore distinct differentiation states within the cell lines.

Using CellChat, we identified significant intercellular communication within KG-1a and Kasumi-1, particularly through signaling pathways critical for cell survival. 

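Of 27 FGF ligands and receptors, the receptor FGFR1 was the only gene above 50 CPM, at 137 CPM in KG-1a and 10.9 CPM in Kasumi-1. FGFRL1, a receptor that lacks the kinase domain, stood at 16.0 CPM in Kasumi-1 and 0.69 CPM in KG-1a. The FGF ligands were low: FGF2 reached 3.33 CPM in KG-1a and FGF5 3.11 CPM in Kasumi-1, and 13 and 16 of the 27 genes were listed at all. Of 11 TGF-β ligands and receptors, 4 were above 5 CPM in KG-1a and 6 in Kasumi-1. The receptor TGFBR1 stood at 43.1 CPM in KG-1a and 8.72 CPM in Kasumi-1, TGFBR2 at 23.0 and 33.4 CPM, and the activin receptor ACVR1B at 12.8 and 13.3 CPM. The ligand TGFB1 stood at 12.2 CPM in KG-1a and 18.2 CPM in Kasumi-1, and the co-receptor ENG at 3.69 and 20.7 CPM. These are levels of mRNA, and cell-cell communication was not modelled.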

Notably, the fibroblast growth factor (FGF) pathway, involved in cell proliferation and differentiation [40], and the transforming growth factor-beta (TGF-β) pathway, which regulates cell growth, differentiation, apoptosis, and homeostasis [41], were prominent (Figs. S1H-S1K). These insights reveal how cellular interactions drive growth and proliferation, highlighting the importance of maintaining optimal cell densities in vitro. Suboptimal cell concentrations may reduce the secretion of cytokines, diminishing intercellular communication necessary for sustained proliferation and growth.

### Introduction of the dual-multiplexing method NAMUL-seq

Various sample-multiplexing strategies have been developed to address the high costs associated with scRNA-seq for multiple samples. Notable methods include leveraging natural genetic variation and anchoring nucleotide barcodes to cellular or nuclear membranes (e.g., 10x Genomics CellPlex) [31,42,43]. The former is label-free but unsuitable for samples with identical genetic backgrounds, while the latter, though effective for distinguishing samples of the same genotype, is limited by the small number of available commercial barcodes, such as the 12 Cell Multiplexing Oligos (CMOs) in the 10x Genomics CellPlex Kit. To overcome these limitations and enhance multiplexing efficiency, we developed NAMUL-seq (Natural and Artificial Multiplexed scRNA-seq), combining both strategies.

Using NAMUL-seq, we examined the single-cell transcriptomic responses of KG-1a, Kasumi-1, and HL-60 to Ara-C, DNR, a combination of Ara-C and DNR, AZA, and DEC. 

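The NAMUL-seq data analysed here are 12684 cells of the promyelocytic line HL-60 and of Kasumi-1 and KG-1a, after 5 treatments or as controls: Ara-C (cytarabine, a cytidine analog that stops DNA synthesis), DNR (daunorubicin, an anthracycline), Ara-C + DNR, AZA and DEC (azacytidine and decitabine, both DNA methyltransferase inhibitors). The paper's methods give control groups the solvent DMSO and its results call them untreated, and "untreated" here means these controls. The untreated lines carried a tag each, and each drug-treated tag was a pool of the 3 lines. The condition of each tag was read from the paper's Fig. 1A, which numbers the tags CMO1 to CMO8, and that these are the deposited CMO301 to CMO308 in the same order is stated by no source. Untreated KG-1a, Kasumi-1 and HL-60 held 21280318, 28419796 and 31338984 UMIs, and the pools held 19450973 (Ara-C), 6386357 (DNR), 5948318 (Ara-C + DNR), 40967149 (AZA) and 35011347 (DEC). The authors counted reads with Cell Ranger against hg38, assigned the tags and removed doublets and untagged cells, and the deposited values are raw UMI counts per gene and cell. Here the pooled cells were assigned to a line by the genes of the untreated lines, and the UMIs of each line and condition were summed, giving 18 sums. These were compared with edgeR's quasi-likelihood test with the cell line as a block, over 13318 genes and with Benjamini-Hochberg adjustment, and gene lists written before the data were examined were compared with camera. There was 1 culture per line and condition, so the 3 lines given the same drug are the repeats. The p-values set the mean change over the lines against a spread between lines pooled over all 18 sums, not against that of replicate cultures. A gene can thus pass without changing alike in the 3 lines. With Ara-C, 1437 of the 1678 genes called higher and 1351 of the 1432 called lower moved that way in all 3 lines. With DNR these were 131 of 213 and 183 of 187, and with DEC 214 of 230 and 60 of 61. Without the line as a block edgeR called 2 genes in DEC against AZA and 0 in the other 7 comparisons, where 1 to 659 genes had an unadjusted p under 0.05. Within a line, UMI sums are given as CPM with exact 95% Poisson intervals, which cover counting error only, and no test was made. For such values, the percentile of a gene list is that of its median among 10000 random lists of the same size and expression.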

Our design included six groups of the three cell lines. Five groups were treated with 1 μM concentrations of Ara-C, DNR, Ara-C + DNR, AZA, or DEC for three days, while the control group remained untreated. To facilitate demultiplexing, the control group cell lines were labeled with distinct CMOs from 10x Genomics. Each drug-treated group, a pooled mixture of the three cell lines, was labeled with a unique set of five CMOs, creating five composite samples. In total, eight CMO-labeled samples were processed on the 10x Genomics Chromium platform for single-cell gene expression library construction, followed by sequencing and analysis (Fig. 1A).

**Fig. 1:**
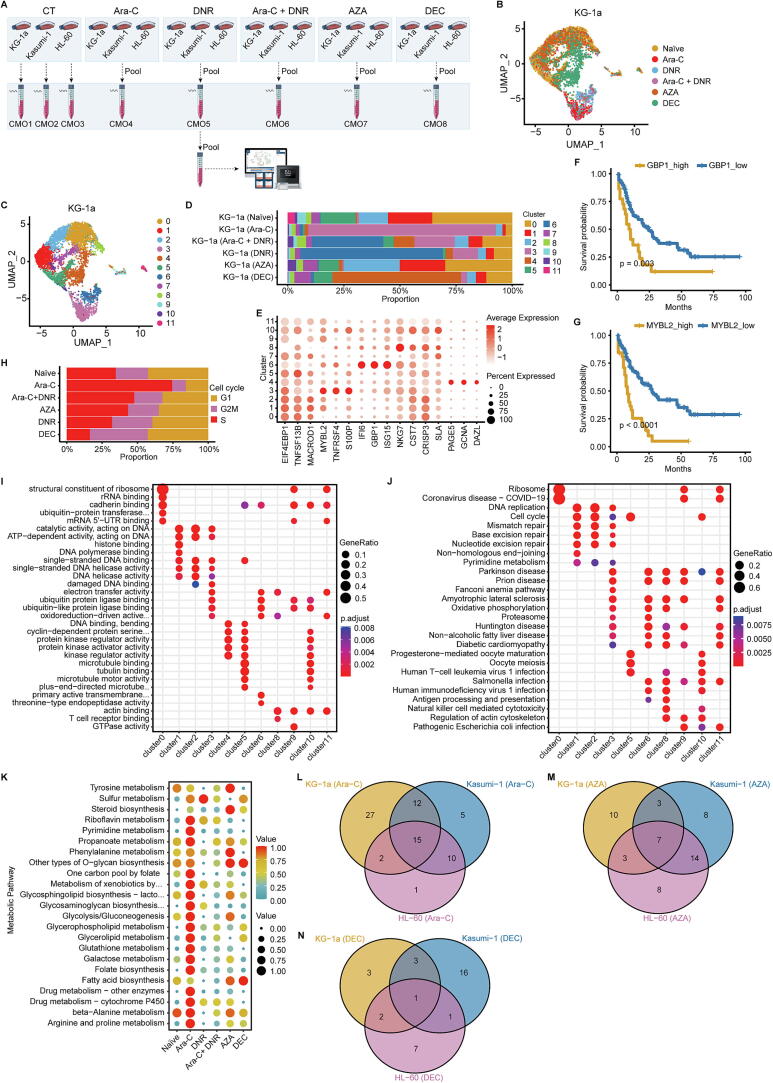
**Single-cell transcriptomic profiles of KG-1a treated with various drugs.** (A) Overview of the experimental design for NAMUL-seq. (B) Sample source distribution of KG-1a with different drug treatments in an integrated UMAP clustering. (C) Cluster composition in merged KG-1a. (D) Cluster proportion across different treatment groups in KG-1a. (E) Maker genes for each cluster in merged KG-1a. (F and G) Correlation between *GBP1* (F) or *MYBL2* (G) expression and AML patient prognosis. Cell cycle distribution in different treatment groups of KG-1a. (I and J) GO (I) and KEGG (J) analysis for merged KG-1a clusters. The complete expressions of the items with ellipsis are “ubiquitin − protein transferase regulator activity”, “oxidoreduction − driven active transmembrane transporter activity”, “cyclin − dependent protein serine/threonine kinase regulator activity”, “plus − end − directed microtubule motor activity” and “primary active transmembrane transporter activity”, respectively. (K) Metabolic pathway enrichment following different treatments in KG-1a. The complete expressions of the items with ellipsis are “Metabolism of xenobiotics by cytochrome P450”, “Glycosphingolipid biosynthesis − lacto and neolacto series” and “Glycosaminoglycan biosynthesis − chondroitin sulfate/dermatan sulfate”, respectively. (L-N) Venn diagrams of metabolic pathway enrichment overlap.

After data preprocessing, we obtained a primary scRNA-seq dataset of 22,017 cells, with an average of 3,404 genes detected per cell. 

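The deposited NAMUL-seq matrices hold 12684 cells, already divided by tag. All lay within the limits on genes and mitochondrial share that the paper states for its BD Rhapsody data, and 12683 had under 20% mitochondrial UMIs, the limit used here. The mean number of genes detected per cell was 3397.54 and the median number of UMIs 13172.5. Untreated cells made up 5453 of the 12683, 2055 of them KG-1a, 1815 Kasumi-1 and 1583 HL-60. The DNR tag held 575 cells and the Ara-C + DNR tag 474, against 2705 with AZA and 2349 with DEC.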

The dataset was then demultiplexed into eight samples based on CMO signals, identifying and excluding doublets and negative cells. Using gene-expression markers and single nucleotide polymorphisms (SNPs) from the control group, we accurately identified the three cell lines in each drug-treated group. 

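The 3 lines were told apart by 194 genes that were at least 4-fold higher in 1 untreated line than in the others and at 50 CPM or more: 86 of KG-1a, 43 of Kasumi-1 and 65 of HL-60. Each cell's UMIs of these genes were fitted as a mix of the 3 untreated profiles, and 11862 cells were given to a line at a share of 0.7 or more, leaving 821 (6.47%) out. Among the 362 untreated cells left out, 119 read as another line than that of their tag and were dropped. The pools do not allow this step, so treated sums can keep such cells where untreated sums do not. Among untreated cells held out of the marker step, 94.1% of KG-1a, 93.2% of Kasumi-1 and 94.3% of HL-60 cells went to their own line and 1.89%, 2.45% and 1.14% to another. Assignment by clusters gave the same line for 99.5% of the assigned cells, but placed more cells, 175 in place of 99 in Kasumi-1 after DNR. A share of 0.9 left 142 of 303 Kasumi-1 cells after Ara-C, 53 of 99 after DNR, 88 of 132 after Ara-C + DNR and 345 of 646 after DEC. Sums of 2 cells of different lines were left out as mixed in 77.3% (KG-1a with Kasumi-1), 62.3% and 45% of trials for the 3 pairs of lines, so part of the doublets between lines can pass. The share left out was 13.6% with DNR and 12.0% with Ara-C + DNR. SNPs, which need the reads, were not used here, and the 194 genes carry a caution in comparisons between conditions because they helped to place the cells.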

The consistency between cell line assignments based on gene expression and SNPs was highly concordant. 

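The assigned cells numbered 4652 of KG-1a, 3700 of Kasumi-1 and 3510 of HL-60, 11862 in all. The untreated sums held 1937, 1671 and 1483 cells. After Ara-C there were 507 KG-1a, 303 Kasumi-1 and 258 HL-60 cells, after DNR 339, 99 and 59, and after Ara-C + DNR 194, 132 and 91. AZA left 855, 849 and 906 cells and DEC 820, 646 and 713. The smallest of the 18 sums, HL-60 after DNR, held 1105024 UMIs and the largest 29008665. A share of 0.9 instead of 0.7 gave 10624 assigned cells.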

Overall, we successfully demultiplexed 18 samples (three cell lines × six conditions), yielding a total of 13,554 cells.

### The cellular and molecular alternations in AML cell lines treatment with 4 different drugs

To further investigate the impact of drug treatments on AML cell lines, we consolidated samples from each cell line into three distinct datasets: KG-1a, Kasumi-1, and HL-60 (Figs. 1B, S2A, and S3A). Using Seurat's Uniform Manifold Approximation and Projection (UMAP) for dimensionality reduction and unsupervised clustering, we identified 12 clusters in KG-1a, 11 in Kasumi-1, and 8 in HL-60 (Figs. 1C, S2B, and S3B). Following Ara-C treatment, a dominant cluster emerged in each cell line: cluster 3 in KG-1a, cluster 4 in Kasumi-1, and cluster 4 in HL-60. 

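Ara-C changed more genes than any other treatment: 1678 rose and 1432 fell in the 3 lines together by edgeR. Genes of monocytes and macrophages rose: of 40 tested, 27 were higher and 0 lower (30 higher adjusted over the list alone), with a median log2 fold change of 0.96 (camera adjusted p = 2.8e-11, adjusted p = 0.17 with an estimated correlation). ITGAM, the integrin chain CD11b of mature myeloid cells, rose by a log2 fold change of 3.02 (standard error 0.42, adjusted p = 0.00015 from edgeR, 3 lines), and S100A9, a calcium-binding protein of neutrophils and monocytes, by 3.07 (0.53, 0.00069), with 0.09 in KG-1a, 2.77 in Kasumi-1 and 4.46 in HL-60. Of 42 targets of NF-κB and immediate early genes, taken as a list, 24 rose and 0 fell (30 higher and 1 lower adjusted over the list alone, median 0.76, camera adjusted p = 7.1e-11, adjusted p = 0.17 with an estimated correlation). Among them BCL2A1, an anti-apoptotic relative of BCL2, rose by 3.07 (standard error 0.37, adjusted p = 5.7e-05 from edgeR). CDKN1A, the p21 inhibitor of cell cycle kinases, rose by 2.78 (0.37, 0.00012), the protease inhibitor SERPINA1 by 2.83 (0.32, 5.5e-05) and the succinate receptor SUCNR1 by 2.48 (0.24, 1.7e-05). The largest falls included MACROD1, an ADP-ribose hydrolase (-1.66, 0.22, 0.00012), the linker histone HIST1H1E (-1.54, 0.23, 0.00032) and BCL11A, a transcription factor of lymphoid and erythroid progenitors (-1.14, 0.22, 0.0013). Of 73 cytosolic ribosomal protein genes, 52 fell and 0 rose (65 fell adjusted over the list alone, median -0.38, camera adjusted p = 9.1e-21, adjusted p = 0.47 with an estimated correlation), RPS2 by a log2 fold change of -0.69 (0.12, 0.00058 from edgeR). On plain totals the median of this list was -0.36 in KG-1a, -0.22 in Kasumi-1 and -0.04 in HL-60. The number of genes past the threshold was 632 without Kasumi-1 and 1496 without HL-60, 977 with all sums thinned to the smallest and 912 in a fit of the 2 groups alone.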

The cluster compositions in the Ara-C and DNR co-treatment group closely resembled the DNR-only group, diverging significantly from the Ara-C group. 

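In all 3 lines, the sum of Ara-C + DNR cells lay closer to DNR than to Ara-C. The root mean square difference of log2 CPM to DNR and to Ara-C was 0.287 and 0.317 in KG-1a, 0.281 and 0.449 in Kasumi-1, and 0.274 and 0.363 in HL-60, where 2 draws of the same sum differ by 0.239 to 0.246. Among each Ara-C + DNR cell's 30 nearest neighbours, DNR cells made up 22.5% and Ara-C cells 19.6% in KG-1a, 19.0% and 7.7% in Kasumi-1, and 16.5% and 6.7% in HL-60, where an even mix gives 16.7%. Untreated and AZA cells made up more than DNR cells in Kasumi-1 (21.5% and 23.1%) and HL-60 (22.5% and 21.9%), and less in KG-1a (14.0% and 15.6%). Against DNR, 0 genes passed edgeR's threshold (473 at an unadjusted p under 0.05, 0 with DESeq2 and 35 in a fit of the 2 groups alone). Against Ara-C, 4 genes were higher and 23 lower (219 in all with DESeq2, 107 higher and 112 lower). SERPINA1 was lower by a log2 difference of -2.34 (standard error 0.44, adjusted p = 0.034 from edgeR), and RRM2, the small subunit of ribonucleotide reductase, by -0.97 (0.19, 0.034), whereas ATP5F1D, a subunit of ATP synthase, was higher by 0.65 (0.13, 0.034). Of 43 S-phase genes, 3 were lower than with Ara-C (21 adjusted over the list alone, median -0.38, camera adjusted p = 1.1e-12, adjusted p = 0.35 with an estimated correlation), and monocyte and macrophage genes had a median of -0.82, or -0.53 without HL-60 (0 of 40 called, 18 lower adjusted over the list alone). No gene passed against Ara-C without Kasumi-1 or without HL-60, while 816 did without KG-1a (430 higher, 386 lower). The Ara-C + DNR cells of Kasumi-1 and HL-60 also lay near untreated cells (0.291 and 0.272, against 0.404 in KG-1a) and near AZA cells (0.277 and 0.260).

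**Figure D2:**
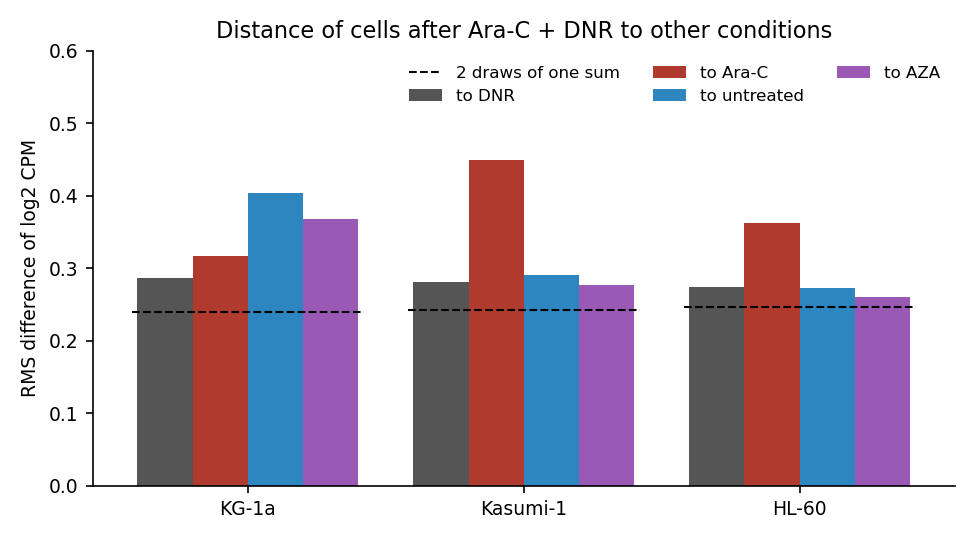
Root mean square difference of log2 CPM between the sum of Ara-C + DNR cells and sums of other conditions, per line, with all sums thinned to 1105024 UMIs. Lower values lie closer: in each line DNR lies closer than Ara-C, and in Kasumi-1 and HL-60 AZA lies at 0.277 and 0.260.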

Interestingly, DEC treatment caused marked changes in cluster composition compared to AZA, despite both being DNA methyltransferase inhibitors (Figs. 1D, S2C, and S3C).

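DEC changed 291 genes against untreated cells, 230 higher and 61 lower, and AZA changed 0 by edgeR (190 at an unadjusted p under 0.05, 0 with DESeq2, 62 in a fit of the 2 groups alone). Both are analogs of cytidine with the same altered base, and DEC carries deoxyribose where AZA carries ribose. Compared directly at the same dose and time, 91 genes were higher and 1 lower with DEC. In a fit of the 2 groups alone 196 were higher and 44 lower. Without the low-count filter the numbers were 346 and 75, and with DESeq2 77 and 10. Germline and cancer-testis genes, which promoter methylation silences in somatic cells, made up the largest differences: 14 of 16 were higher and 0 lower (15 higher adjusted over the list alone), with a median log2 difference of 3.85 (camera adjusted p = 1.1e-40, adjusted p = 0.0019 with an estimated correlation). PNMA5 was higher by 4.22 (standard error 0.26, adjusted p = 7e-09 from edgeR) and PAGE2B by 5.98 (0.53, 7.2e-07), though PAGE2B has near-identical copies that can share its reads. Outside that list, VIM, an intermediate filament protein, was higher by 1.24 (0.24, 0.012) and S100A6 by 0.82 (0.17, 0.021), while MRPL58, a mitochondrial ribosomal protein, was lower by -0.58 (0.11, 0.013). None of the 3 outlasted leaving out Kasumi-1: the adjusted p was then 0.488 for VIM, 0.101 for S100A6 and 0.452 for MRPL58. Without KG-1a they had 0.142, 0.0614 and 0.0646, and without HL-60 S100A6 had 0.239 and MRPL58 0.0505. VIM and S100A6 were among the genes that placed cells in HL-60. Of the genes that the paper names, PAGE5, GCNA (3.86) and DAZL (4.31) passed the threshold. ID2 (1.00, unadjusted 95% interval 0.43 to 1.56), CD52 (1.18, 0.42 to 1.95), LGALS3 (1.26, 0.16 to 2.37), S100A9 (1.36, 0.08 to 2.63) and SAT1 (0.79, 0.09 to 1.48) were among those that did not pass and whose interval excludes 0. Those whose interval includes 0 were, for example, MYBL2 (0.05, -0.36 to 0.47), PCLAF (-0.10, -0.40 to 0.19), REL (0.08, -0.14 to 0.30) and MPO (0.41, -0.16 to 0.97). In each line DEC lay farther from untreated cells (0.333, 0.369 and 0.322 in KG-1a, Kasumi-1 and HL-60) than AZA did (0.278, 0.268 and 0.262). Against untreated cells, DEC gave 153 genes without Kasumi-1, 191 without HL-60, 446 without KG-1a and 30 with sums thinned to the smallest. Without Kasumi-1 the direct comparison gave 42 genes, with sums thinned to the smallest 11, and with assignment at a share of 0.9 it gave 61.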

We identified marker genes for these key clusters and explored their roles in drug response. In KG-1a, cluster 3 was characterized by *MYBL2* (involved in cell cycle progression), *TNFRSF4* (activating NF-κB and inhibiting apoptosis), and *S100P* (linked to cell cycle progression and differentiation). 

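In KG-1a, the 3 genes were higher after Ara-C than in untreated cells. MYBL2, a transcription factor of cell cycle genes, rose across the 3 lines by a log2 fold change of 1.10 (standard error 0.19, adjusted p = 0.00063 from edgeR), and in KG-1a went from 84.7 CPM (95% Poisson interval 80.4 to 89.1) to 243 CPM (233 to 254). TNFRSF4, the receptor OX40, stood at 40.4 CPM untreated and 199 CPM after Ara-C in KG-1a, a log2 ratio of 2.30 (2.17 to 2.43). S100P, a calcium-binding protein, stood at 123 and 296 CPM, a ratio of 1.27 (1.19 to 1.35). DNR and Ara-C + DNR gave 127 and 167 CPM of MYBL2 and 135 and 105 CPM of TNFRSF4. S100P was at 101 CPM after DNR, below untreated cells, and at 147 CPM after Ara-C + DNR. The levels are those of all KG-1a cells of a condition, not of a cluster. S100P was among the genes that placed cells in KG-1a.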

Cluster 4, enriched in DEC-treated KG-1a, showed high expression of *PAGE5*, *GCNA*, and *DAZL*. 

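DEC raised PAGE5, GCNA and DAZL in all 3 lines. GCNA, a germ cell nuclear protein, rose by a log2 fold change of 4.78 (standard error 0.28, adjusted p = 1.5e-09 from edgeR), PAGE5, a cancer-testis antigen, by 4.66 (0.45, 1.7e-06) and DAZL, an RNA-binding protein of germ cells, by 3.79 (0.35, 1.2e-06). In KG-1a, PAGE5 went from 3.27 to 107 CPM, GCNA from 3.38 to 106 CPM and DAZL from 5.41 to 46.7 CPM. With AZA they stood at 20.7, 12.3 and 3.66 CPM. Of 16 germline and cancer-testis genes, 14 rose with DEC and 0 fell (15 rose adjusted over the list alone), with a median of 4.31 (camera adjusted p = 8.3e-34, adjusted p = 0.0045 with an estimated correlation). CTAG2, a cancer-testis antigen with a near-identical copy that can share its reads, rose by 4.43 (0.28, 2.7e-09). At least 3 UMIs of 15 of these genes together were found in 52.0%, 43.2% and 15.4% of DEC-treated KG-1a, Kasumi-1 and HL-60 cells, against 0.981%, 0.359% and 0.270% of untreated cells. After DNR, 3.83%, 5.05% and 0% held as many, and after Ara-C + DNR 10.8% (21 of 194), 9.85% (13 of 132) and 2.20% (2 of 91). GCNA was the only gene past the threshold after Ara-C + DNR (2.64, 0.37, 0.0089), with an adjusted p of 0.18 without KG-1a and 0.0712 without Kasumi-1. Without the Ara-C + DNR cells that held at least 3 germline UMIs it had a log2 fold change of 0.90 (adjusted p = 0.575). Those cells were chosen by germline UMIs and left out of this condition alone, so a smaller value follows from the choice and decides nothing.

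**Figure D3:**
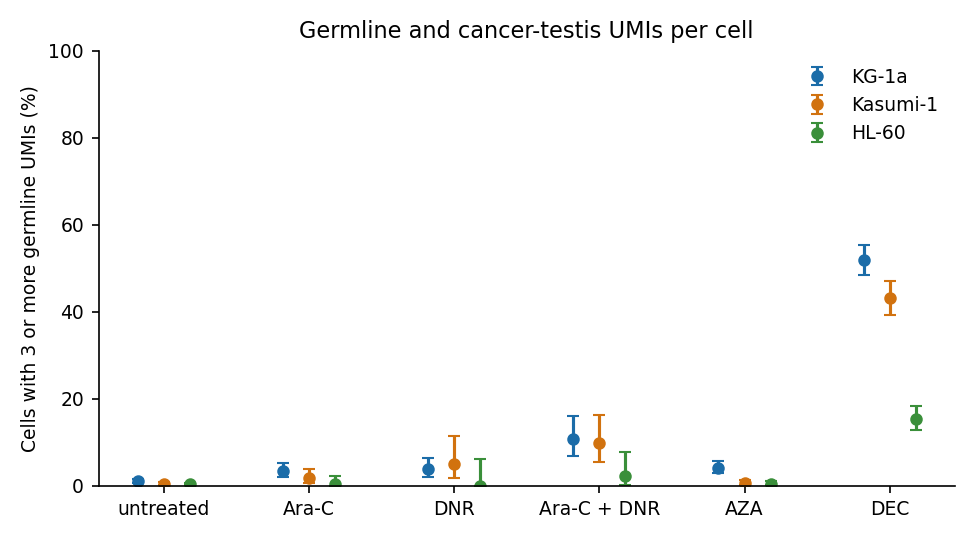
Share of cells with at least 3 UMIs of the germline and cancer-testis genes in each line and condition, with exact 95% binomial intervals. In KG-1a the share is 52.0% with DEC and 10.8% with Ara-C + DNR.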

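By their median, interferon-stimulated genes were higher with DNR in KG-1a, less so in Kasumi-1 and not in HL-60. Of 51 such genes, 22 rose and 0 fell with DNR over the 3 lines (33 rose adjusted over the list alone), with a median log2 fold change of 1.10 (camera adjusted p = 1.6e-22, adjusted p = 0.21 with an estimated correlation). The median was 1.26 in KG-1a, 0.40 in Kasumi-1 and -0.07 in HL-60, and 0.23 over the lines without KG-1a. In KG-1a, IFI6, an interferon-induced mitochondrial protein, went from 31.2 CPM to 316 CPM (95% Poisson interval 299 to 334) with DNR and 177 CPM with Ara-C + DNR. GBP1, an interferon-induced GTPase, went from 40.7 to 343 and 199 CPM, and ISG15, a ubiquitin-like protein, from 69.7 to 687 and 388 CPM. With Ara-C alone the 3 genes stood at 35.8, 53.6 and 162 CPM. With DNR across lines IFI6 rose by 2.42 (standard error 0.57, adjusted p = 0.028 from edgeR), GBP1 by 2.42 (0.38, 0.0047) and ISG15 by 1.73 (0.45, 0.041). The calls rest on KG-1a: without it IFI6 had an adjusted p of 0.435, ISG15 0.646, and GBP1 a log2 fold change of -0.29. IFI6 had 0.0577 without HL-60 and ISG15 0.0839 without Kasumi-1, and with DESeq2 IFI6, GBP1 and ISG15 had 0.153, 0.233 and 0.136. With Ara-C + DNR the median was 0.53 (0 of 51 called, 7 higher adjusted over the list alone, camera adjusted p = 4e-15, adjusted p = 0.30 with an estimated correlation), or 0.20 without KG-1a.

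**Figure D4:**
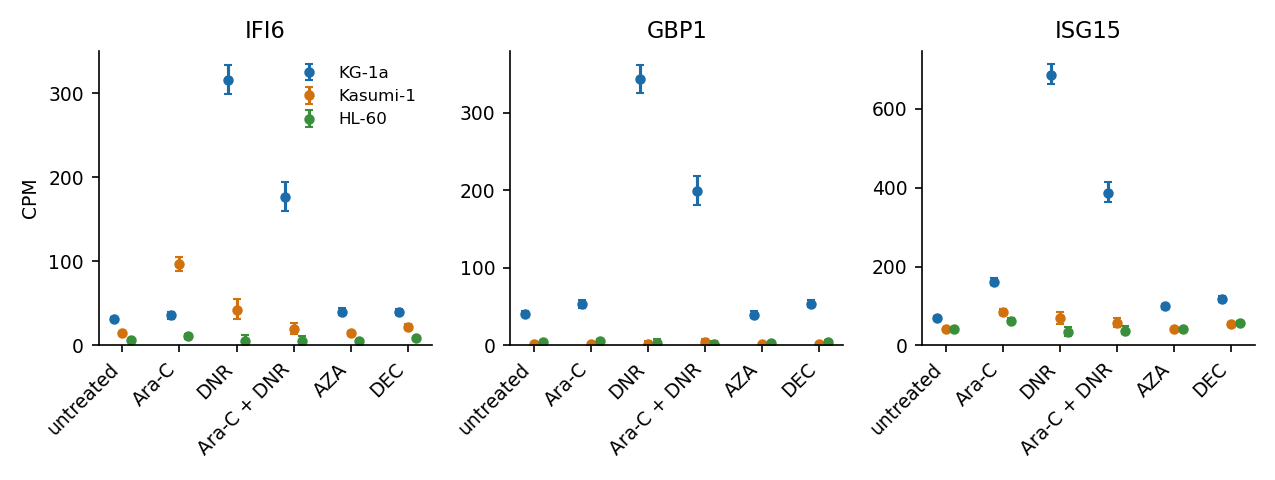
CPM of IFI6, GBP1 and ISG15 per line and condition with exact 95% Poisson intervals. In KG-1a the 3 genes stand at 316, 343 and 687 CPM with DNR, against 31.2, 40.7 and 69.7 CPM in untreated cells.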

Genes associated with interferon response, including *IFI6*, *GBP1*, and *ISG15*, were highly expressed in cluster 6, which was more prevalent in DNR and Ara-C + DNR treatments (Fig. 1E). In Kasumi-1, cluster 4 exhibited elevated *PCLAF*, while cluster 5, enriched in DEC-treated samples, expressed *PAGE5* and *MPO*. 

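PCLAF, a factor that binds the replication clamp PCNA, rose with Ara-C in the 3 lines by a log2 fold change of 1.13 (standard error 0.13, adjusted p = 5.5e-05 from edgeR). In Kasumi-1 it went from 662 to 1712 CPM, a log2 ratio of 1.37 (95% Poisson interval 1.33 to 1.41), and stood at 861 CPM with DEC. PAGE5 in Kasumi-1 went from 1.68 CPM untreated to 74.2 CPM with DEC, a ratio of 5.46 (5.01 to 5.95), and to 14.5 CPM with Ara-C + DNR. MPO, the peroxidase of neutrophil granules, went from 69.5 to 290 CPM with DEC in Kasumi-1, a ratio of 2.06 (1.97 to 2.15), the highest of the 5 treatments. It stood at 164 CPM with Ara-C + DNR, 128 with AZA, 110 with Ara-C and 107 with DNR. Across lines, MPO had a log2 fold change of 0.89 with DEC (0.26, adjusted p = 0.082), with -0.01 in KG-1a. Without KG-1a, it passed with an adjusted p of 0.0118.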

Cluster 7, marked by *FTH1*, and cluster 10, characterized by *PLCG2*, *ID2*, *GADD45B*, and *SAT1*, were almost exclusive to DNR and Ara-C + DNR treatments (Fig. S2D). 

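In Kasumi-1, DNR was accompanied by more FTH1, ID2, GADD45B and SAT1 mRNA and by less PLCG2. FTH1, the ferritin heavy chain, stood at 976 CPM untreated, 1667 CPM with DNR and 1467 CPM with Ara-C + DNR, and it was highest with Ara-C, at 2756 CPM. ID2, an inhibitor of helix-loop-helix transcription factors, went from 12.1 to 52.8 CPM with DNR, a log2 ratio of 2.13 (95% Poisson interval 1.72 to 2.53), and to 34.0 CPM with Ara-C + DNR. GADD45B, a stress sensor, went from 32.0 to 93.3 and 50.7 CPM. SAT1, which acetylates polyamines, went from 50.4 to 140 and 104 CPM, and to 282 CPM with Ara-C. PLCG2, a phospholipase of receptor signalling, stood at 750.2 CPM untreated, 505 CPM with DNR and 654 CPM with Ara-C + DNR, a log2 ratio with DNR of -0.57 (-0.69 to -0.45). Over the 3 lines, DNR raised SAT1 by a log2 fold change of 1.55 (standard error 0.33, adjusted p = 0.017 from edgeR) and GADD45B by 0.97 (0.19, 0.014). Without KG-1a, their adjusted p were 0.223 and 0.265, and without Kasumi-1 0.0784 and 0.111. ID2 had 0.99 (0.28, 0.059) and FTH1 0.83 (0.24, 0.062), both past the threshold with DESeq2 (0.0314 and 0.0454). FTH1 has many processed copies that can share its reads.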

In HL-60, cluster 4 showed high expression of *S100A8*, *S100A9*, *LGALS3*, and *NCF1*, while cluster 5, present in all drug-treated but not untreated HL-60, showed elevated *RNASE2*, *SRGN*, *PPP1R27*, and *MPO* (Fig. S3D).

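In HL-60, the 4 genes of mature myeloid cells rose far more with Ara-C and DNR than with Ara-C + DNR. S100A8 and S100A9, the calprotectin pair, went from 14.0 and 40.2 CPM to 272 and 891 CPM with Ara-C, log2 ratios of 4.29 (95% Poisson interval 4.11 to 4.46) and 4.47 (4.37 to 4.57), and to 194 and 522 CPM with DNR. LGALS3, a galectin, went from 39.1 to 404 CPM with Ara-C and 161 CPM with DNR, and NCF1, a subunit of the phagocyte NADPH oxidase, from 25.4 to 289 and 126 CPM. NCF1 has near-identical pseudogenes that can share its reads. With Ara-C + DNR the 4 genes stood at 25.7, 84.2, 71.3 and 38.6 CPM. S100A9 rose over the 3 lines with DNR as well, by a log2 fold change of 2.77 (standard error 0.55, adjusted p = 0.014 from edgeR), with an adjusted p of 0.0686 without Kasumi-1 and 0.0606 without HL-60. The genes of the other cluster were higher than in untreated HL-60 with all 5 treatments, MPO excepted. RNASE2, an eosinophil ribonuclease, had log2 ratios of 0.60 with AZA to 1.58 with DEC, SRGN, the granule proteoglycan serglycin, of 0.46 to 1.14, and PPP1R27 of 0.67 to 1.22. MPO had -0.74 with Ara-C, -0.26 with DNR, 0.34 with Ara-C + DNR, 0.65 with AZA and 0.57 with DEC. RNASE2, SRGN, PPP1R27 and MPO were among the genes that placed cells in HL-60.

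**Figure D5:**
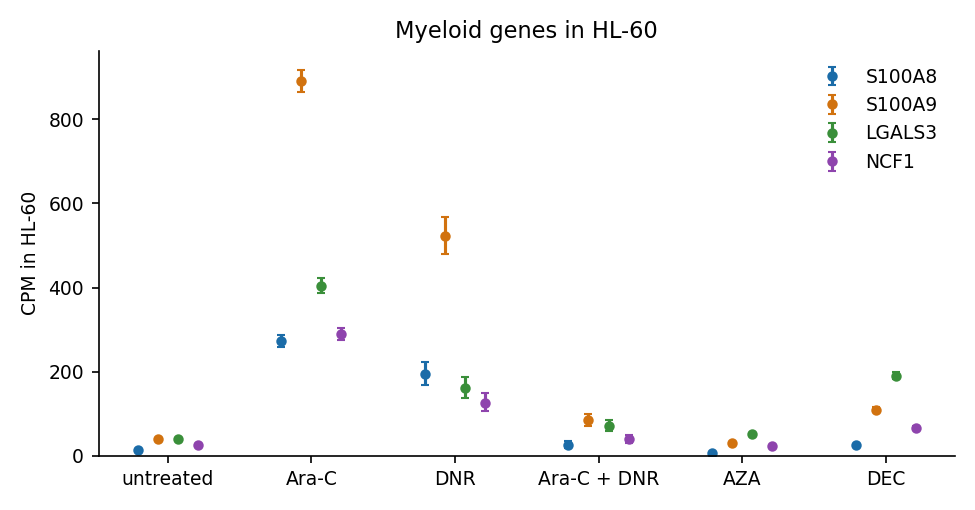
CPM of S100A8, S100A9, LGALS3 and NCF1 in HL-60 by condition with exact 95% Poisson intervals. S100A9 stands at 891 CPM with Ara-C, 522 CPM with DNR and 84.2 CPM with Ara-C + DNR.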

Several marker genes were associated with poor prognosis in AML patients. Elevated *MYBL2*, *GBP1*, *FTH1*, and *ID2* expression correlated with worse outcome (Figs. 1F, 1G, S2E, and S2F). MYBL2 has been implicated in various cancers, with its circular RNA form, circMYBL2, promoting AML by regulating FLT3 translation [44,45]. The role of the GBP family, particularly in leukemia, remains underexplored [46]. *FTH1* is critical for anti-ferroptosis, and its suppression has shown potential in mitigating leukemia [47]. High *FTH1* expression fosters leukemia cell proliferation and inhibits apoptosis by blocking ferroptosis, correlating with poor prognosis in non-M3 AML in children [48]. Elevated *ID2* expression in bone marrow is linked to poor chemotherapy response and grim outcome in AML [49].

Next, we examined drug effects on the cell cycle. Ara-C treatment significantly increased the S-phase fraction across all three cell lines, indicating its impact on S-phase cells, potentially leading to S-phase arrest. 

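The share of cells scored as S phase was higher after Ara-C in each line. It was 66.5% in KG-1a (exact 95% binomial interval 62.2 to 70.7) against 31.3% untreated (29.2 to 33.5), 50.3% in Kasumi-1 (44.5 to 56.2) against 33.9% (31.6 to 36.3), and 46.1% in HL-60 (39.9 to 52.4) against 33.6% (31.2 to 36.0). Of 43 genes of S phase, 25 were higher and 2 lower (25 higher and 3 lower adjusted over the list alone), with a median log2 fold change of 0.47 (camera adjusted p = 1.3e-07, adjusted p = 0.54 with an estimated correlation). The same genes enter the phase scores, so their rise is not a separate check of the share. RRM2 rose by 1.41 in both KG-1a and the 3 lines together (standard error 0.18, adjusted p = 7.9e-05 from edgeR), CCNE2, the cyclin that opens S phase, by 1.94 (0.24, 7.3e-05) and TK1, a thymidine kinase, by 1.34 (0.18, 0.00015). The mean difference in S-phase share was 21.4 percentage points (SD 12.1, higher in 3 of 3 lines). An exact two-sided sign-flip test gave p = 0.25, the smallest p that 3 lines allow. The share in G1 was 18.5%, 7.48% and 21.5% after Ara-C and 46.3%, 45.0% and 38.0% in untreated KG-1a, Kasumi-1 and HL-60. Phases were scored with Seurat on cells thinned to 5000 UMIs. Unthinned cells gave 71.4%, 44.9% and 59.3% after Ara-C and 31.8%, 32.1% and 41.1% untreated. The difference turned round in Kasumi-1 with scanpy's scoring (16.7% against 24.8%) and in KG-1a and Kasumi-1 when each condition was scored over its own cells (36.3% against 39.8% and 37.8% against 38.3%). The mean difference was then 3.65 percentage points with scanpy (SD 12.9, higher in 2 of 3 lines), with 1.65 in HL-60. Scored over own cells it was 0.203 (SD 4.15, higher in 1 of 3). Free RNA in the droplets can enter such scores and was not removed, so the calls alone do not show that cells were cycling. From the larger S-phase fraction, the paper proposes that Ara-C acts on S-phase cells and may arrest them there.

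**Figure D6:**
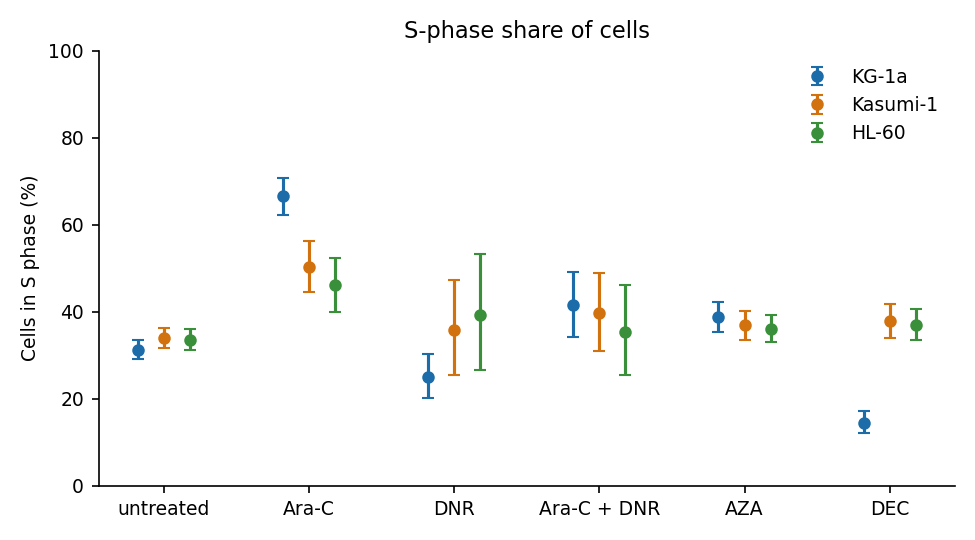
Share of cells scored as S phase in each line and condition, on cells thinned to 5000 UMIs, with exact 95% binomial intervals. Ara-C stands at 66.5%, 50.3% and 46.1% in KG-1a, Kasumi-1 and HL-60, against 31.3%, 33.9% and 33.6% untreated.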

In KG-1a, AZA treatment also increased S-phase cells, whereas DEC reduced it, though the underlying mechanisms remain unclear (Figs. 1H, S2G, and S3E).

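In KG-1a, 38.7% of cells were scored as S phase with AZA (exact 95% binomial interval 35.3 to 42.2) and 14.4% with DEC (12.0 to 17.2). The median log2 ratio of S-phase genes to untreated KG-1a was 0.13 with AZA (percentile 100) and -0.29 with DEC (percentile 0.0). These genes enter the phase scores, so this is not a separate check. The G2/M share of KG-1a was 42.4% with DEC and 22.4% untreated. In Kasumi-1 and HL-60, DEC gave S-phase shares of 37.9% and 37.0%, and AZA 36.8% and 36.1%. Over the 3 lines the mean difference was 4.29 percentage points with AZA (SD 2.73, higher in 3 of 3) and -3.15 with DEC (SD 11.9, higher in 2 of 3). Unthinned KG-1a cells gave 40.8% with AZA and 13.7% with DEC. Scored over each condition's own cells, KG-1a had 39.1% with AZA against 39.8% untreated.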

We then explored functional enrichments using Gene Ontology (GO) and KEGG pathway analyses. 

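In KG-1a, the nuclear genes of oxidative phosphorylation had a median log2 ratio to untreated cells of -0.09 with Ara-C (percentile 74.3), 0.03 with DNR (percentile 99.9) and -0.07 with Ara-C + DNR (percentile 99.2). Most genes of similar expression had lower ratios than these with DNR and Ara-C + DNR. Genes of the ubiquitin-proteasome system had medians of 0.07 (percentile 97.8), 0.26 (percentile 100) and 0.09 (percentile 99.9) in the same order. The 13 genes of the mitochondrial genome had -0.35 after Ara-C and -0.45 after DNR. Each value compares a KG-1a sum with another and has no replicate check.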

In KG-1a, clusters 3 (enriched post-Ara-C) and 6 (enriched post-DNR and Ara-C + DNR) showed GO enrichment in electron transfer activity, ubiquitin, and oxidoreduction-driven transporter activity (Fig. 1I). 

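Over the 3 lines, some genes of oxidative phosphorylation fell with Ara-C. Of 77 nuclear genes, 25 fell and 0 rose (27 fell adjusted over the list alone), with a median log2 fold change of -0.21, or -0.13 without Kasumi-1 (camera adjusted p = 5.4e-09, adjusted p = 0.47 with an estimated correlation). ATP5F1D fell by 0.92 (standard error 0.12, adjusted p = 0.00013 from edgeR) and NDUFB6, a subunit of complex I, by 0.63 (0.10, 0.00037). Of the 13 genes that mitochondrial DNA encodes, 10 fell with Ara-C (11 adjusted over the list alone, median -0.43, or -0.28 without Kasumi-1, camera adjusted p = 5.1e-07, adjusted p = 0.35 with an estimated correlation). With DNR 5 of the 13 fell (11 adjusted over the list alone, median -0.35) and 2 of the 77 nuclear genes fell (median -0.11, camera adjusted p = 8.2e-05, adjusted p = 0.63 with an estimated correlation). With Ara-C + DNR 0 of either group passed edgeR's threshold. Per line the nuclear genes had medians of -0.31 in Kasumi-1 and -0.20 in HL-60 with Ara-C, and that of KG-1a, given above, was smaller in size.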

KEGG analysis highlighted oxidative phosphorylation, a pathway linked to drug resistance in AML [23,28,50,51] (Fig. 1J). Ara-C and DNR shared impacts on DNA replication. 

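Some DNA replication genes rose with Ara-C, and none was called higher with DNR. Of 35 such genes, 11 rose and 4 fell with Ara-C (15 and 5 adjusted over the list alone), with a median log2 fold change of 0.25 (camera adjusted p = 0.012, adjusted p = 0.60 with an estimated correlation). POLD3, a subunit of DNA polymerase delta, rose by 0.83 (standard error 0.14, adjusted p = 0.0006 from edgeR) and DNA2, a nuclease-helicase, by 0.76 (0.14, 0.0012). With DNR 0 rose and 1 fell, with a median of -0.07 (camera adjusted p = 0.22). In KG-1a the median was 0.33 with Ara-C and -0.07 with DNR (percentile 54.9), in Kasumi-1 0.24 and 0.07, and in HL-60 0.11 and -0.05. Without KG-1a the list's adjusted p with Ara-C was 0.15 and its median 0.10. DNA2 had 0.0508 without Kasumi-1. Whether Ara-C and DNR differ in these genes was not tested.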

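In KG-1a, DEC was accompanied by higher mRNA of germline genes. Of the genes at 100 CPM or more, the largest falls were in the linker histones HIST1H1E (log2 ratio -1.55), HIST1H1B (-1.41) and HIST1H1D (-1.20), which bind and bend DNA between nucleosomes, and HIST1H4C, a core histone, went from 2334 to 1068 CPM. HIST1H1E was also lower with Ara-C (-1.89), DNR (-1.40), Ara-C + DNR (-1.45) and AZA (-0.67), and HIST1H1D with Ara-C (-2.20) and DNR (-1.42). The falls of HIST1H1E and HIST1H1D are thus not particular to DEC. The largest rises after PAGE5 and GCNA were in CKB, a creatine kinase (1.44), PNRC1, a nuclear receptor coregulator (0.94), ATF5, a transcription factor (0.94), CLU, the chaperone clusterin (0.87), and UBE2C, the ubiquitin-conjugating enzyme of mitotic exit, which went from 77.1 to 139 CPM. CKB was among the genes that placed cells in Kasumi-1, and CLU among those of KG-1a, so their levels in the cells placed in KG-1a depend on that placing. Most of these rises were not particular to DEC either: CLU had 0.87 with AZA as well, and with Ara-C ATF5 had 1.19, CKB 0.89 and PNRC1 0.77. Histone genes of a cluster have near-identical copies that can share reads, and most histone mRNA lacks the poly(A) tail that the assay captures.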

GO analysis of cluster 4, predominant in DEC-treated KG-1a, revealed enrichment in DNA binding, bending, and kinase regulator activity (Fig. 1I). Kasumi-1 clusters 4 and 7 also showed ubiquitin enrichment, while cluster 5 was enriched for kinase regulator activity (Fig. S2H). 

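In Kasumi-1, genes of the ubiquitin-proteasome system did not stand out after Ara-C or DNR. Their median log2 ratio to untreated cells was -0.19 with Ara-C (percentile 30.6), -0.05 with DNR (percentile 89.4) and -0.01 with Ara-C + DNR (percentile 92.6), and -0.08 over the 3 lines with DEC. In the lines together 1 of 35 rose and 5 fell with Ara-C (median -0.11, camera adjusted p = 0.070). SQSTM1, the receptor that hands ubiquitinated cargo to autophagy, rose by 1.04 (standard error 0.22, adjusted p = 0.003 from edgeR), with an adjusted p of 0.0911 without Kasumi-1. The proteasome subunit PSMA2 fell by 0.39 (0.11, 0.012), with 0.189 without Kasumi-1 and 0.0579 without HL-60.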

KEGG analysis revealed enrichment in cellular senescence and p53 signaling in clusters 4 and 5 of Kasumi-1 (Fig. S2I). Additionally, microtubule-related processes were enriched in cluster 5 and 6 of KG-1a, cluster 3 of Kasumi-1, and cluster 2 of HL-60, largely absent post-Ara-C treatment (Figs. 1I, S2H, and S3F). 

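Some targets of p53 rose with Ara-C. Of 26, 7 rose and 1 fell over the 3 lines (10 and 1 adjusted over the list alone), with a median log2 fold change of 0.43, or 0.24 without HL-60 (camera adjusted p = 0.0035, adjusted p = 0.17 with an estimated correlation). BTG2, an antiproliferative factor, rose by 1.77 (standard error 0.24, adjusted p = 0.00015 from edgeR) and DDB2, a sensor of damaged DNA, by 1.00 (0.16, 0.00044). CDKN1A, which enforces senescence as well as acute arrest, had 2.10 in Kasumi-1. In Kasumi-1 itself the median of the list was 0.18 with Ara-C (percentile 86) and 0.13 with DEC (percentile 92.2). With DEC over the 3 lines, 1 of 26 rose and 1 fell (median 0.07, camera adjusted p = 0.20).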

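Some genes of the mitotic spindle and of microtubule motors rose with Ara-C, and the list's median was highest in Kasumi-1. Of 36, 14 rose and 1 fell over the 3 lines (14 and 1 adjusted over the list alone), with a median log2 fold change of 0.23 (camera adjusted p = 0.0035, adjusted p = 0.60 with an estimated correlation). The median was 0.54 in Kasumi-1 (percentile 100), 0.12 in HL-60 (percentile 99.6) and 0.05 in KG-1a (percentile 86.2). AURKB, a kinase of chromosome segregation, rose by 0.97 (standard error 0.14, adjusted p = 0.00027 from edgeR). After DNR the median was 0.23 in KG-1a, 0.16 in Kasumi-1 and -0.25 in HL-60 (percentile 2.5). Without Kasumi-1 the list's adjusted p with Ara-C was 0.37 and its median 0.11.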

DNA replication, cell cycle, mismatch repair, and pyrimidine metabolism were enriched in KG-1a cluster 1, Kasumi-1 cluster 0, and HL-60 cluster 1, with these clusters significantly reduced post-Ara-C treatment (Figs. 1J, S2I, and S3G).

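Some genes of mismatch repair, pyrimidine metabolism and mitosis rose after Ara-C, and fewer of them fell. Of 22 mismatch repair genes, 8 rose and 3 fell (12 and 4 adjusted over the list alone), with a median log2 fold change of 0.33 (camera adjusted p = 0.031, adjusted p = 0.60 with an estimated correlation). EXO1, the exonuclease of mismatch repair, rose by 0.90 (standard error 0.18, adjusted p = 0.0018 from edgeR). Of 40 pyrimidine metabolism genes, 13 rose and 4 fell (14 and 5 adjusted over the list alone, median 0.22, or 0.15 without HL-60, camera adjusted p = 0.098), among them RRM1, the large subunit of ribonucleotide reductase (0.80, 0.13, 0.00037), and TYMS, thymidylate synthase (0.54, 0.10, 0.0012), up, and NT5C, a nucleotidase (-0.71, 0.11, 0.00032), down. Of 54 genes of G2 and mitosis, 20 rose and 1 fell (21 and 2 adjusted over the list alone, median 0.27, camera adjusted p = 0.0026, adjusted p = 0.60 with an estimated correlation). The mismatch repair medians were 0.32 in KG-1a, 0.33 in Kasumi-1 and 0.16 in HL-60, each above 99.5% of random lists, and those of pyrimidine metabolism 0.13, 0.36 and 0.16. The mismatch repair call was lost without KG-1a (adjusted p = 0.12) or Kasumi-1 (0.06), and the G2 and mitosis call without Kasumi-1 (0.48, median 0.11).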

Considering the close link between drug mechanisms and metabolism, we used scMetabolism to investigate metabolic pathway alterations in drug-treated AML cell lines [35]. Notable heterogeneity emerged, particularly after Ara-C treatment, with significant changes in pathways such as cytochrome P450 drug metabolism, pyrimidine metabolism, folate biosynthesis, galactose metabolism, glutathione metabolism, glycerolipid, and glycerophospholipid metabolism (Figs. 1K-1N, S2J, and S3H).

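After Ara-C, metabolic genes moved in both directions within each pathway. Of 24 folate genes, 6 rose and 7 fell (6 and 9 adjusted over the list alone, camera adjusted p = 0.30), with a median log2 fold change of -0.26 and a mean of -0.01, and MTHFD1L, which makes formate in mitochondria, fell by 0.90 (standard error 0.16, adjusted p = 0.00081 from edgeR). Of 37 glutathione genes, 6 rose and 2 fell (the same numbers adjusted over the list alone, median 0.08, camera adjusted p = 0.31). Of 57 glycerolipid and glycerophospholipid genes, 8 rose and 6 fell (9 and 6 adjusted over the list alone, median 0.04, camera adjusted p = 0.61), with LPIN2, a phosphatidate phosphatase, up by 0.73 (0.14, 0.0013) and GPD1L, a glycerol phosphate dehydrogenase, down (-0.80, 0.20, 0.0076). Of 23 glycolysis genes, 4 rose and 5 fell (5 and 5 adjusted over the list alone, camera adjusted p = 0.46), and the glucose transporter SLC2A3 rose by 1.28 (0.15, 5.5e-05). Folate medians per line were -0.01 in KG-1a, -0.60 in Kasumi-1 and -0.17 in HL-60. GPD1L had an adjusted p of 0.169 without Kasumi-1. Cytochrome P450 and galactose metabolism had no list here.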

### DEC resistant AML cells shift towards a more stem-like state

To investigate how drug treatment influences the differentiation and stemness of AML cells, we first mapped normal blood cell development using the Counterpart Composite Index (CCI) developed by Qin et al. [39] (Fig. 2A). We then projected AML cells under various treatment conditions onto this developmental framework. Notably, untreated KG-1a cells were localized near the root of the developmental tree, in regions corresponding to BMEP, MkP, and Pro-ery1. In contrast, untreated Kasumi-1 and HL-60 cells were positioned further along the tree in the distal Pro-ery2, EEP1, EEP2, and EEP3 branches (Fig. 2B, 2C, and 2D).

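Untreated KG-1a expressed genes of stem and progenitor cells, of the erythroid and megakaryocyte lineages and of lymphoid cells. Genes of HSCs and primitive progenitors summed to 1598 CPM, with 11 of 33 above 50 CPM, among them EGFL7 (228 CPM), SOX4 (174 CPM) and MSI2 (142 CPM). Erythroid genes summed to 1418 CPM, led by GYPC, glycophorin C (551 CPM), and RHAG, the Rh-associated glycoprotein (296 CPM). Megakaryocyte genes summed to 595 CPM, led by PLEK (331 CPM) and ITGA2B, the integrin of platelets (101 CPM), the highest of the 3 lines. Lymphoid genes stood at 2183 CPM, most of it CD3D, a chain of the T cell receptor complex (1346 CPM). Granule genes summed to 2164 CPM, with CRISP3 at 679 CPM in these cells, and genes listed for monocytes and macrophages to 9363 CPM, of which the ferritin subunits FTH1 and FTL made up 3263 and 2990 CPM. The developmental tree of the paper was not rebuilt here, and these sums were added after the other values had been seen.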

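Untreated Kasumi-1 held more mRNA of stem and progenitor genes than HL-60, and HL-60 more of granule genes. Kasumi-1 held 1599 CPM of HSC and progenitor genes, led by KIT (427 CPM) and EGFL7 (338 CPM), and HL-60 held 419 CPM, led by CD164 (179 CPM). Erythroid genes summed to 1017 CPM in Kasumi-1, led by GYPC (540 CPM) and the transferrin receptor TFRC (129 CPM), and to 633 CPM in HL-60, with GYPC at 177 and TFRC at 123 CPM. HL-60 stood out by genes of granules, 9186 CPM against 1198 CPM in Kasumi-1, with the proteases ELANE (1924 CPM) and PRTN3 (1744 CPM). Genes listed for monocytes and macrophages summed to 19117 CPM in HL-60, 5055 CPM in Kasumi-1 and 9363 CPM in KG-1a. Of the HL-60 sum 10236 CPM were FTL, a ferritin subunit that many cells express, and 3088 CPM LYZ, lysozyme. Megakaryocyte genes summed to 354 CPM in Kasumi-1 and 235 CPM in HL-60.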

**Fig. 2:**
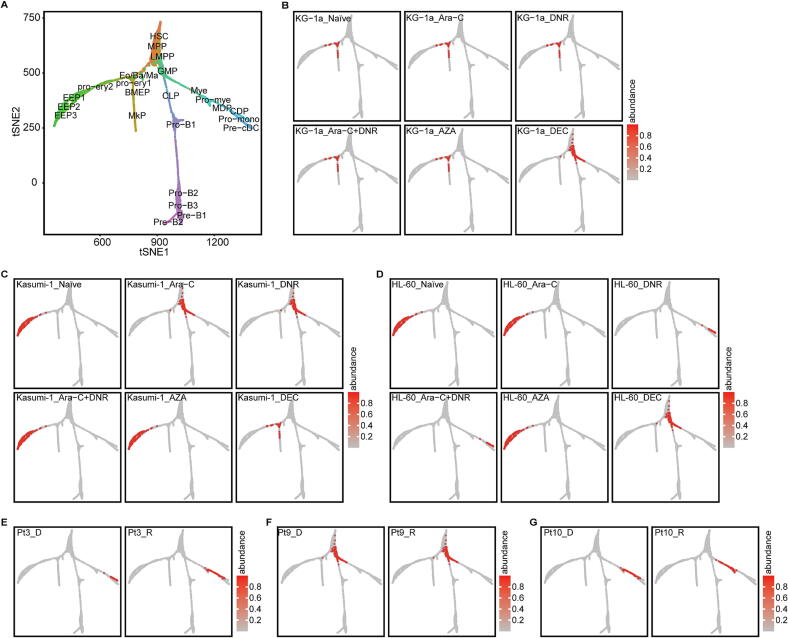
**Positional shift of AML cell development post-drug treatment.** (A) The blood cell development tree constructed by CCI. HSC, hematopoietic stem cell; MPP, multipotent progenitor; LMPP, lymphoid-primed multipotential progenitor; Ba/Eo/Ma P, Basophil/Eosinophil/Mast progenitor; MkP, megakaryocytic progenitors; BMEP, progenitors of Ba/Eo/Ma lineage, Mk lineage and erythroid (Ery) lineage; GMP, granulocyte/macrophage progenitor; CLP, common lymphoid progenitor; Pro-ery1 and Pro-ery2, proerythroblast; EEP1, EEP2 and EEP3, early erythroid progenitors; Pro-B1, Pro-B2 and Pro-B3, pro-B lymphocyte; Pre-B1 and Pre B2, pre-B lymphocyte; Mye, myeloblast; Pro-mye, promyelocyte; MDP, monocyte-dendritic cell progenitor; CDP, common dendritic cell progenitor; Pro-mono, promonocyte; Pre-cDC, pre-(common dendritic cell). (B-D) Mapping of three AML cell lines on the tree of blood cell development (naïve state and drug treatment). B: HL-60; C: Kasumi-1; D: HL-60. (E-G) Distribution of tumor cells on the blood cell development tree in AML patients pre- and post-chemotherapy.

We hypothesized that demethylating agents could reprogram AML cells, altering their position within the developmental hierarchy. 

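DEC did not raise genes of HSCs and primitive progenitors alike in the 3 lines. Of 24 tested, 1 rose and 0 fell (3 rose adjusted over the list alone), with a median log2 fold change of 0.11 (camera adjusted p = 0.53). The median was -0.14 in KG-1a (percentile 3.0), 0.08 in Kasumi-1 (percentile 85.3) and 0.21 in HL-60 (percentile 100). Of 20 genes of granules, 4 rose (11 adjusted over the list alone, median 0.59, or 0.19 without HL-60, camera adjusted p = 1.4e-07, adjusted p = 0.19 with an estimated correlation). Whether this list differs from that of HSCs and primitive progenitors was not tested. The granule genes SRGN, ELANE, PRTN3 and MPO were among those that placed cells in HL-60. GATA1, the erythroid and megakaryocyte transcription factor, rose by 1.68 (standard error 0.31, adjusted p = 0.003 from edgeR) and CD52, a lymphocyte surface peptide, by 1.92 (0.34, 0.0027). Of 20 erythroid genes 1 rose (median -0.08, camera adjusted p = 0.70), and 8 megakaryocyte genes had a median of 0.31 with 0 called (2 higher adjusted over the list alone, camera adjusted p = 0.020, adjusted p = 0.41 with an estimated correlation). Of 40 monocyte and macrophage genes, 2 rose (4 adjusted over the list alone, median 0.37). CD52 had an adjusted p of 0.0665 without HL-60.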

Interestingly, while both DEC and AZA are DNA methyltransferase inhibitors (DNMTi), only DEC consistently shifted the AML cells of all three lines closer to the root of the developmental tree, indicative of a less differentiated, more stem-like state. In contrast, AZA treatment did not change the cells' developmental positions (Fig. 2B, 2C, and 2D).

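With AZA, no single gene of the blood lineages was called as changed, though granule genes of HL-60 lay above those of untreated HL-60. The granule genes SRGN, ELANE, PRTN3 and MPO were among those that placed cells in HL-60, so their level there depends on that placing. Genes of HSCs and primitive progenitors had median log2 ratios of -0.10 in KG-1a, 0.03 in Kasumi-1 and 0.01 in HL-60. Genes of granules had 0.08, -0.02 and 0.51, and over the 3 lines 0.30, with 0 genes past edgeR's threshold (camera adjusted p = 2.4e-10, adjusted p = 0.16 with an estimated correlation, 0.06 without HL-60 at the preset correlation). Genes of G2 and mitosis had a median of 0.13 with 0 called (camera adjusted p = 5.4e-10, adjusted p = 0.67 with an estimated correlation). Monocyte and macrophage genes had 0.15, 0.10 and -0.08 in the same lines.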

To extend these findings to a clinical context, we analyzed data from three AML patients (two with primary refractory disease, one with partial remission) who received combination therapy including Ara-C, arubicin, and DEC [32]. Both arubicin and DNR are anthracycline anti-neoplastic antibiotics. Tumor cells were isolated from patient samples for analysis (see Methods). After chemotherapy, tumor cells from patients Pt#3 and Pt#10 showed a shift towards a less differentiated state, while Pt#9 exhibited minimal change, likely due to their initial position near the root of the developmental tree, limiting further regression (Fig. 2E, 2F, and 2G).

Although no consistent pattern was observed across all treatments, notable shifts were discerned. 

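Ara-C was accompanied by higher mRNA of monocyte and macrophage genes in Kasumi-1 and HL-60, and by lower mRNA of stem and progenitor genes in KG-1a. Of 24 genes of HSCs and primitive progenitors, 2 rose and 3 fell over the 3 lines (the same adjusted over the list alone, median log2 fold change -0.22, camera adjusted p = 0.14). Their median was 0.11 in Kasumi-1 (percentile 75), 0.20 in HL-60 (percentile 98.5) and -0.46 in KG-1a (percentile 0.0). Genes of monocytes and macrophages had medians of 1.00 in Kasumi-1, 1.16 in HL-60 and 0.15 in KG-1a. CD68, a lysosomal marker of macrophages, rose over the 3 lines by 2.31 (standard error 0.40, adjusted p = 0.0007 from edgeR), with an adjusted p of 0.0638 without Kasumi-1. Megakaryocyte genes had 0.88 in Kasumi-1, 0.36 in HL-60 and -0.20 in KG-1a, with 2 of 8 called over the lines (camera adjusted p = 0.31). Genes of lymphoid cells had 0.37, 0.39 and 0.37, with 7 of 25 higher and 1 lower (8 and 1 adjusted over the list alone, camera adjusted p = 0.0035, adjusted p = 0.17 with an estimated correlation).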

Ara-C treatment shifted Kasumi-1 cells closer to the tree's root, with no significant effect on KG-1a or HL-60 cells. DNR induced a similar shift in Kasumi-1, while directing HL-60 cells towards the Pro-mono branch, without affecting KG-1a. 

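DNR was accompanied by higher monocyte and macrophage genes in each line, with median log2 ratios of 0.43 in KG-1a, 0.41 in Kasumi-1 and 0.45 in HL-60. Over the 3 lines 5 of 40 rose and 0 fell (9 rose adjusted over the list alone, camera adjusted p = 5.7e-07, adjusted p = 0.21 with an estimated correlation). HMOX1, heme oxygenase, rose by 3.10 (standard error 0.53, adjusted p = 0.0058 from edgeR) and CHI3L1, a secreted chitinase-like protein of macrophages, by 2.42 (0.45, 0.0096). Genes of HSCs and primitive progenitors had medians of -0.75 in KG-1a (percentile 0.0), -0.07 in Kasumi-1 and -0.01 in HL-60, with 0 higher and 1 lower (4 lower adjusted over the list alone, camera adjusted p = 0.00044, adjusted p = 0.21 with an estimated correlation). That list's call rests on KG-1a, since without it the test gave the other direction with an adjusted p of 0.91. Without KG-1a, HMOX1 had an adjusted p of 0.223 and CHI3L1 0.365, and DNR's count of genes went from 400 (213 higher, 187 lower) to 7. Without Kasumi-1 it was 128 and without HL-60 210. With RLE factors 75.1% of the genes called were higher, against 53.3% here.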

The combined Ara-C and DNR treatment did not alter KG-1a or Kasumi-1 positions but again redirected HL-60 cells to the Pro-mono branch (Fig. 2B, 2C, and 2D).

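After Ara-C + DNR, monocyte and macrophage genes of HL-60 as a list stayed near those of untreated HL-60. The HL-60 markers that the paper names, S100A8, S100A9, LGALS3 and NCF1, were all higher than in untreated HL-60, S100A9 at 84.2 against 40.2 CPM. Monocyte and macrophage genes had a median log2 ratio of 0.00 in HL-60, 0.33 in Kasumi-1 and 0.26 in KG-1a. Genes of HSCs and primitive progenitors had 0.30 in HL-60 (percentile 100), -0.10 in Kasumi-1 and -0.48 in KG-1a (percentile 0.0). Genes of granules had 0.24, 0.16 and 0.11 in the same order, with 0 of 20 past the threshold over the 3 lines (2 higher adjusted over the list alone, camera adjusted p = 0.0037, adjusted p = 0.40 with an estimated correlation). Over all genes edgeR called 1 against untreated cells (1468 at an unadjusted p under 0.05, 15 with DESeq2), 15 without HL-60 and 0 without KG-1a or Kasumi-1. A fit of the 2 groups alone called 288 (161 higher, 127 lower). Without the low-count filter there were 424 (165 higher, 259 lower). The sum of HL-60 cells after Ara-C + DNR lay as close to the mix of the line's other conditions as random draws of that mix do, at 1.02 times their median distance. That of Kasumi-1 lay at 1.06 times, above every draw.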

These findings highlight the complexity of chemotherapeutic effects on the differentiation and reprogramming of AML cells, underscoring the nuanced impact of different treatments on the developmental stages of these cells.

### Longitude transcriptomic profile of KG-1a under Ara-C perturbation

To investigate the dynamic changes in AML cells following drug treatment, we used oligo-tagged antibodies (BioLegend) to label six distinct KG-1a samples: naïve, Ara-C-resistant, and those treated with 1 μM Ara-C for 6, 12, 24, and 48 h (see Methods; Fig. S4). The samples were pooled using the Cell Hashing protocol and processed for multiplexed scRNA-seq on the 10x Genomics platform (Fig. 3A). 

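The deposited matrices of the KG-1a time course, divided over 6 hashtags, hold 17737 cells with a mean of 3889 genes detected per cell. With at least 1000 genes and under 10% mitochondrial UMIs required, 3313 cells were left. The values are raw UMI counts per gene and cell that the authors counted with Cell Ranger and assigned to hashtags. Which hashtag stands for which time point was not known here, so no time point is described.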

After quality control and identification of barcoded antibody tags, 16,178 single cells were retained, each with an average of 4,000 detected genes, and subsequently assigned to their respective original sample sources (Fig. 3B).

**Fig. 3:**
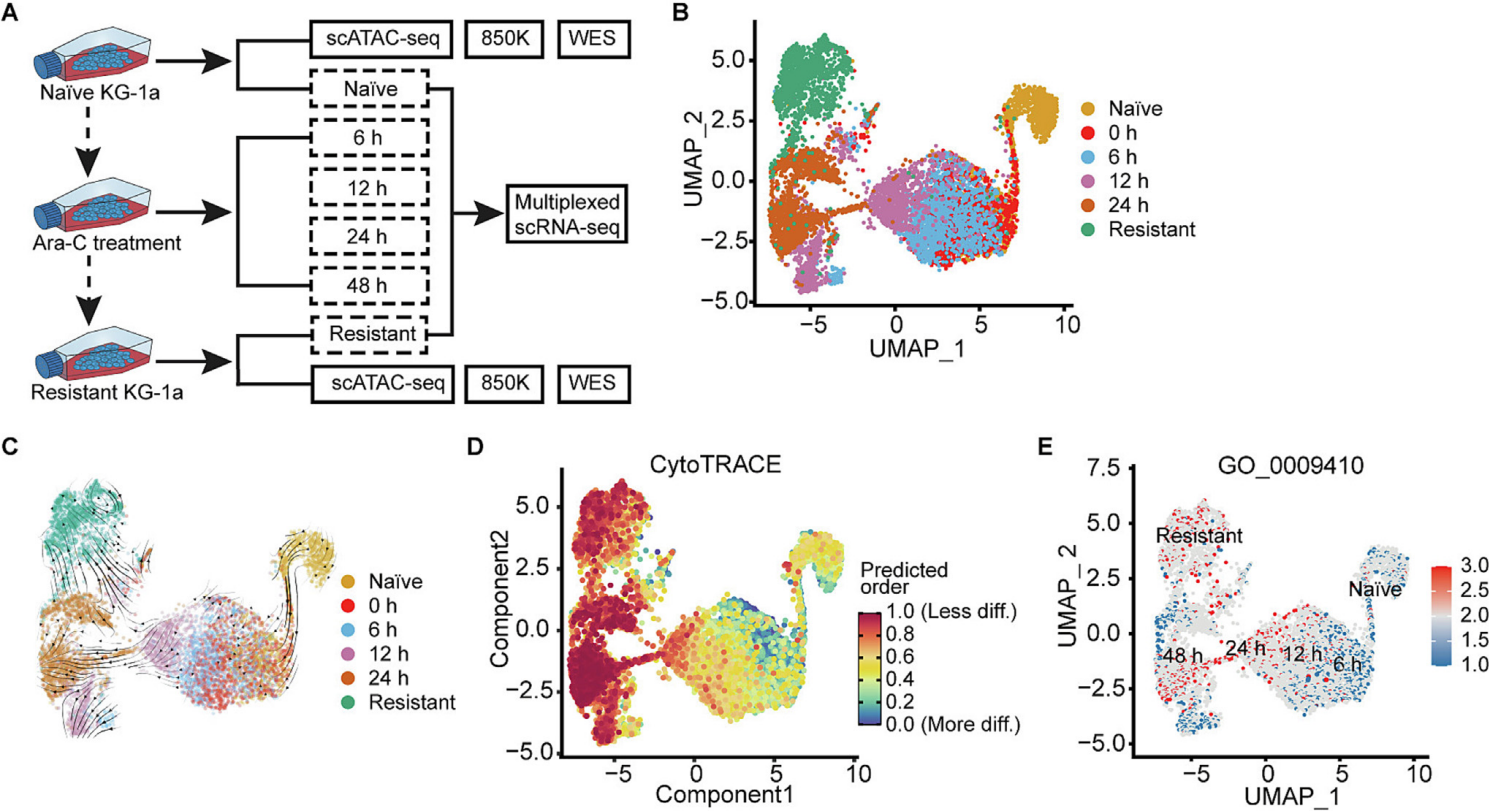
**Progressive dynamics of KG-1a post-Ara-C treatment.** (A) Multiomics experimental design for KG-1a at different Ara-C treatment time points. (B) Sample source distribution. (C) RNA velocity analysis showing a continuous gene expression trajectory of KG-1a over different Ara-C treatment times. (D) CytoTRACE analysis indicating an increasing tread of developmental potential along Ara-C treatment time. The “stemness” degree of KG-1a cells reached a peak enduring 48-hour Ara-C treatment, and maintained a high level after acquiring the resistance. (E) The set of drug-resistant related genes expressed increasingly over Ara-C treatment times, and overall achieved the maximum of the expression in the resistant KG-1a cells.

We then examined the transcriptomic dynamics in KG-1a cells treated with Ara-C. RNA velocity analysis revealed a longitudinal gene-expression trajectory aligned with the duration of Ara-C exposure [37] (Fig. 3C). CytoTRACE analysis, which assesses transcriptional diversity to predict differentiation states and stemness [38], showed an increasing trend in developmental potential with prolonged Ara-C treatment. The “stemness” of KG-1a cells peaked after 48 h of Ara-C exposure and remained elevated in the resistant cells (Fig. 3D). Additionally, a subset of drug resistance-associated genes progressively increased in expression, reaching their highest levels in the resistant KG-1a cells (Fig. 3E).

We next identified marker genes distinguishing Ara-C-resistant KG-1a from naïve cells. Elevated expression of eight marker genes—*NKG7*, *CD52*, *EMP3*, *HLX*, *ITGB2*, *LAPTM5*, *SH3BGRL3*, and *SH3BP5*—was linked to poorer prognosis in AML patients (Fig. S5). NKG7, primarily found in NK cells, regulates cytotoxic granule exocytosis and inflammation, though its specific role in leukemia is underexplored [52]. CD52, associated with poor leukemia prognosis [32], is the target of alemtuzumab (ALM), a treatment with proven efficacy in leukemia [53]. *EMP3* is implicated in cell proliferation and intercellular interactions, often considered a tumor suppressor [54], though its potential dual role in tumorigenesis remains complex, especially in leukemia [18,55].

*HLX*, acting through the JAK/STAT pathway, influences AML cell cycle progression and proliferation [56]. Its overexpression hampers myeloid differentiation, making it a key regulator in immature hematopoietic and leukemia cells and a potential prognostic marker and therapeutic target in AML [57,58]. *ITGB2*, part of the integrin family, plays a role in cell adhesion and signaling [59]. While promising as a biomarker for AML prognosis and drug sensitivity, its precise mechanisms in AML require further investigation. *LAPTM5*, encoding lysosome-associated transmembrane receptors, may contribute to hematopoiesis, though its role in leukemia development remains unclear. *SH3BGRL3*, identified as the TNF-α inhibitory protein TIP-B1, is thought to modulate AML progression through the competitive endogenous RNA mechanism involving circRNA_0010984 [60]. SH3BP5 functions in signal transduction by activating guanosine nucleotide exchange factors and inhibiting certain protein kinases. Its elevated expression has been linked to poor AML prognosis and cancer cell proliferation, though the underlying mechanisms need further exploration [61].

### Ara-C resistant KG-1a stemming from the naïve G2/M subpopulations

To identify the cellular subpopulations within naïve KG-1a cells that survive Ara-C treatment, we initially classified all KG-1a cells into 12 distinct clusters across six time points post-treatment (Fig. 4A). Using COSG (COSine similarity-based marker Gene identification) analysis [36], we examined the expression profiles of differentially expressed genes (DEGs) in Ara-C-resistant cells. Notably, these DEGs exhibited higher expression levels in cells at the border of clusters 9 and 7, which predominantly reside in the G2/M phase (Fig. 4B, 4C, and 4D). This observation aligns with Ara-C’s mechanism, which primarily targets S-phase cells to disrupt DNA replication.

**Fig. 4:**
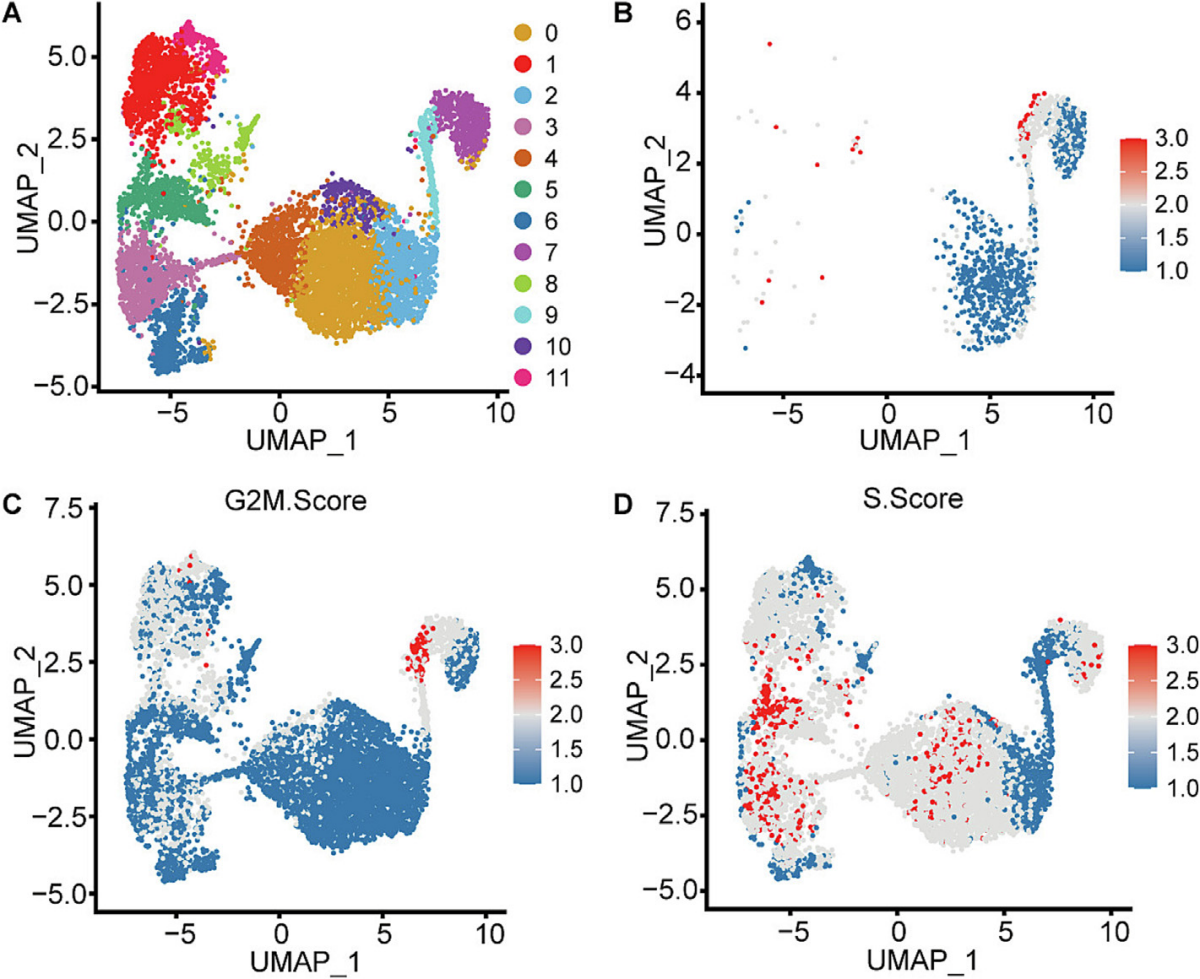
**Identification of the cells potentially evading Ara-C treatment.** (A) Clustering of KG-1a cells across six treatment time points. (B) In the naïve group, expression distribution of whole DEGs about the drug-resistant group. (C and D) G2/M and S phase distribution of all groups.

Expanding our analysis, we explored the origins of Ara-C resistance from a single-cell chromatin accessibility perspective. Both naïve and Ara-C-resistant KG-1a cells were subjected to scATAC-seq, revealing six clusters in naïve cells and five in resistant cells (Figs. 3A, S6A, S6B). Pearson correlation analysis showed the highest correlation (0.804) between resistant KG-1a cells and cluster 1 of naïve KG-1a (Fig. S6C). Further, mapping scATAC-seq data of naïve KG-1a cells to their G2/M phase counterparts from scRNA-seq data revealed that cluster 1 predominantly represented G2/M phase cells, with a significantly higher mapping proportion (0.27) compared to other clusters (Fig. S6D). This suggests that Ara-C-resistant KG-1a cells primarily originate from G2/M phase cells in cluster 1.

Motif enrichment analysis of cluster 1 in naïve KG-1a identified the top 30 genes, most of which are associated with cancer and cell cycle regulation, including *NRF1*, *KLF15*, *HINFP*, and *ZBTB14* (Fig. S6E).

### DNA methylation patterns in Ara-C resistant KG-1a diverging from the naïve cells

We next examined the DNA methylation profiles of naïve and Ara-C-resistant KG-1a cells using the Illumina Infinium Methylation EPIC BeadChip (850 K Methylation Chip) (Fig. 3A). Previous studies, such as those by Leung et al., demonstrated that AZA, a demethylating agent, significantly reduced DNA methylation in AML cell lines [62]. In contrast, our analysis showed that global methylation levels were comparable between naïve and Ara-C-resistant KG-1a cells, with a bimodal distribution of hypermethylated and hypomethylated CpG sites (Fig. S6F).

However, detailed comparison revealed 13,249 differentially methylated CpG positions (DMPs) in Ara-C-resistant cells, with 5,230 genes hypermethylated and 7,803 DMPs associated with 3,605 hypomethylated genes (Fig. 5A and 5B). This is notable since Ara-C is not typically considered a methylation-altering agent. Interestingly, Ara-C-resistant cells exhibited increased methylation in regions upstream and downstream of transcription start sites (TSS) (Fig. 5C).

**Fig. 5:**
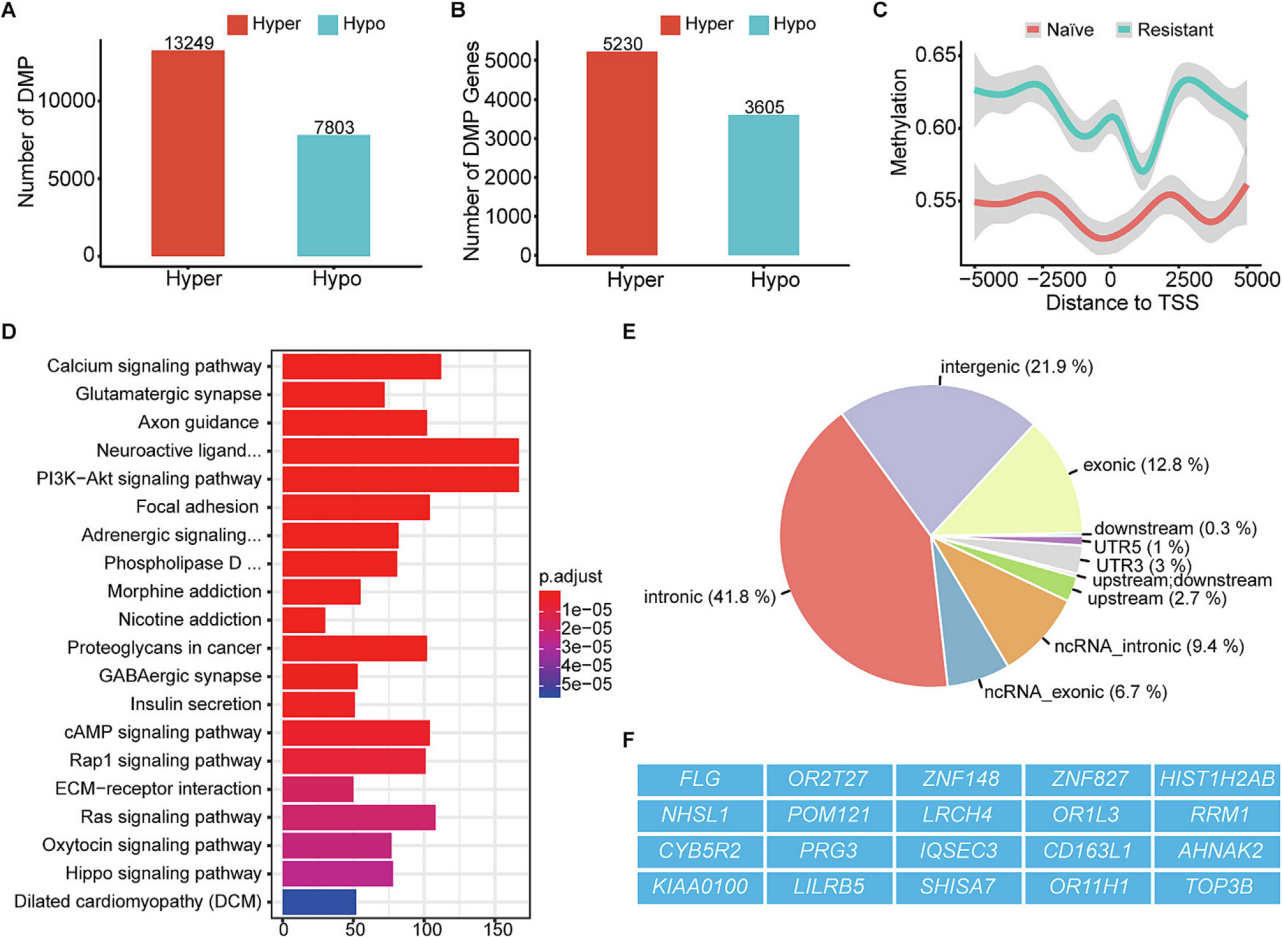
**DNA methylation and WES characteristics of Ara-C resistant KG-1a.** (A) Statistics of hypermethylated and hypomethylated sites in Ara-C resistant KG-1a compared to the naïve. (B) Statistics of hypermethylated and hypomethylated genes in Ara-C resistant KG-1a compared to the naïve. (C) Ara-C resistant KG-1a showing overall hypermethylation near TSS (upstream and downstream 5000 bp) compared to the naïve. (D) KEGG enrichment analysis of differential methylation sites of Ara-C resistant KG-1a versus naïve KG-1a. (E) Distribution of mutations detected in Ara-C resistant KG-1a compared to the naïve. (F) 20 genes with non-synonymous mutations detected in Ara-C resistant KG-1a compared to the naïve.

KEGG pathway analysis of these differentially methylated probes highlighted pathways associated with tumor biology and drug resistance, including the calcium signaling, PI3K-Akt signaling, Ras signaling, and Hippo signaling pathways (Fig. 5D). Volcanic plot analysis identified nine key methylation sites with increased levels in resistant cells, such as the 5′UTR of *FGF1* (cg07206630), the gene body of *MCC* (cg07014020), the body of *PCSK1* (CG22824890), and the 5′UTR of *GRIA1* (cg08590425) (Fig. S6G). Further analysis of Differentially Methylated Regions (DMRs) pinpointed *ZNF35* and *TMEM140* as the genes with the most significant methylation changes (Figs. S6H and S6I).

### Epigenomic regulation of transcriptome by chromatin architecture and DNA methylation in Ara-C resistant KG-1a cells

To investigate the transcriptional regulatory differences between naïve and Ara-C-resistant KG-1a cells, we conducted transcription factor (TF) network inference using SCENIC on scRNA-seq data. This analysis revealed distinct TF activity profiles (Fig. S7A). In Ara-C-resistant KG-1a cells, ChromVAR analysis showed significantly elevated motif activity compared to naïve cells. We focused on motifs corresponding to highly active TFs identified by SCENIC, finding notable upregulation in NR2F6, RXRA, REL, NFKB2, and SOX8 (Figs. S7B and S7C).

Previous studies have shown *NR2F6* to be highly expressed in leukemia cells with strong proliferative capacity, playing a role in inhibiting cell differentiation [63,64]. *RXRA* is crucial for mitotic regulation and tumorigenesis, where its inhibition can induce mitotic arrest and apoptosis [65]. It is also closely linked to M3 AML (acute promyelocytic leukemia). The *REL* family and *NFKB2*, as components of the NF-κB complex, are known drivers of cancer progression. While *SOX8* is critical for development and cell fate determination, its role in leukemia remains underexplored. These findings suggest that these TFs may serve as potential therapeutic targets in AML.

We also integrated DNA methylation and scRNA-seq data to further explore epigenomic regulation. The 850 k methylation dataset identified *GPR35* as one of the top 20 differentially methylated regions (DMRs) (Fig. S7E). Additional DMRs were found in the regions of *GSE1* and *SBF2*. Ara-C-resistant KG-1a cells showed decreased methylation in *GPR35* and increased methylation in *GSE1* and *SBF2*.

In scRNA-seq analysis, *GPR35* was exclusively expressed in Ara-C-resistant KG-1a cells and absent in naïve cells, whereas *GSE1* was expressed in both states but slightly reduced in resistant cells (Fig. S7D). The expression changes of *GPR35* and *GSE1* aligned with their methylation patterns, indicating that increased DNA methylation typically leads to decreased gene expression. Conversely, *SBF2* expression was exclusive to Ara-C-resistant cells, despite higher methylation levels, highlighting the complexity of gene regulation where increased methylation can sometimes correlate with increased expression.

Further analysis revealed that AML patients with high expression of *GPR35*, *GSE1*, or *SBF2* had poorer prognoses (Figs. S7F, S7G, and S7H). *GPR35*, a G-protein-coupled receptor, is implicated in glycolysis, proliferation, and oncogenic signaling via the sodium–potassium pump [66]. Although its specific role in AML is not well understood, its involvement in cancer suggests a potential impact. *GSE1*, recognized as an oncogene, is highly expressed in various cancers; its inhibition has been shown to promote AML cell differentiation, offering therapeutic potential [67]. *SBF2-AS1*, a long non-coding RNA, is also highly expressed in multiple cancers, contributing to tumor development, progression, and metastasis [68].

### Mutations in exome contributing little to th*e* rapid Ara-C resistance in KG-1a

The traditional paradigm suggests that the selection of genetic mutations is a key driver in tumor evolution, allowing cancer cells to evade therapeutic interventions [69]. This is particularly evident in acute myeloid leukemia (AML), where clonal evolution is a hallmark of disease relapse [70]. To determine whether exonic mutations contribute to the development of Ara-C resistance in KG-1a cells, we performed whole-exome sequencing at an average depth of 100 × on both naïve and Ara-C-resistant KG-1a cells (Fig. 3A).

Our analysis identified 297 mutations, with the majority being intronic (41.8 %), followed by intergenic (21.9 %), and a smaller proportion exonic (12.8 %) (Fig. 5E). Within the exonic mutations, we detected 21 nonsynonymous mutations across 20 genes (Fig. 5F). Notably, *ZNF148* and *ZNF827*, both involved in gene expression regulation, and *RRM1*, a gene critical for DNA replication during the S phase and various DNA repair processes, were among the highlighted mutations. However, none of the nonsynonymous mutations were found in genes previously reported to be directly associated with drug resistance.

These findings indicate that exonic mutations likely play a minimal role in the rapid development of Ara-C resistance in KG-1a cells. The absence of mutations in established drug resistance genes suggests that alternative mechanisms, such as epigenomic modifications or transcriptional regulation, may be more critical in the swift acquisition of resistance.

## Discussion

Drug resistance remains a major obstacle to effective AML treatment. This multiomics study, leveraging multiplexed scRNA-seq alongside chromatin accessibility profiling, DNA methylation analysis, and whole-exome sequencing, unveils the complex mechanisms underlying resistance to the conventional chemotherapeutic agents in AML cell lines. Our findings demonstrate that drug resistance in AML is primarily driven by epigenomic mechanism rather than exonic mutations. Furthermore, this study highlights the dynamic heterogeneity within AML cell populations, and the interplay between intrinsic and acquired resistance mechanisms. These insights offer a foundation for developing strategies to target resistance pathways and improve therapeutic outcome in AML.

Chemotherapeutic treatments induced significant changes in cellular cluster composition. For instance, Ara-C treatment resulted in the dominance of specific clusters in KG-1a, Kasumi-1, and HL-60 cells. Interestingly, the cluster profile of the Ara-C and DNR co-treated group closely resembled that of the DNR-treated group rather than the Ara-C-treated group. DEC treatment, in contrast to AZA, induced substantial shifts in cluster composition, despite both being DNA methyltransferase inhibitors. While these differences may partially reflect variations in drug dosages, further investigation is required to fully elucidate the underlying mechanisms. These clusters were frequently enriched with marker genes involved in cell cycle regulation, cell death, and cellular growth, including *MYBL2, TNFRSF4, S100P, PAGE5,* and *GADD45B*. Pathway analysis revealed enrichment in electron transfer activity, oxidative phosphorylation, kinase regulation, cellular senescence, p53 signaling, DNA replication, mismatch repair, and pyrimidine metabolism. Notably, oxidative phosphorylation has been strongly implicated in AML drug resistance [23,28,50,51]_._ Meanwhile, these findings also suggest that combining apoptosis-inducing agents such as venetoclax or menin inhibitors, could further enhance therapeutic efficacy in AML [71,72].

Our study also revealed dynamic changes in metabolism, cell cycle progression, and differentiation status, following drug treatment. Metabolic pathway analysis using scMetabolism identified significant alterations, particularly in pathways such as cytochrome P450 drug metabolism, pyrimidine metabolism, glutathione metabolism, and glycerophospholipid metabolism, all of which may contribute to drug efficacy and resistance. Ara-C-treated AML lines exhibited an increased proportion of S-phase cells, consistent with Ara-C's role as a DNA polymerase inhibitor that primarily affects DNA replication, and induced S-phase arrest. Additionally, DEC treatment appeared to push AML cells toward a more stem-like state, as observed in both cell lines and clinical samples, suggesting potential adaptive responses to therapeutic pressure.

Prolonged exposure to Ara-C in KG-1a cells resulted in progressive shifts. RNA velocity analysis revealed a sequential gene expression trajectory that correlated with the duration of treatment, mirroring findings from studies on K562 cells treated with imatinib over time [43]. This was accompanied by the continuous upregulation of drug resistance-associated genes. Moreover, the number of expressed genes and the “stemness” score, as assessed by CytoTRACE [38], significantly increased over time. These findings suggest that AML cells adapt to drug-induced stress by enhancing their “stemness” profile. Importantly, this adaptive stemness may not solely result from the survival of pre-existing leukemia stem cells but could also reflect the reprogramming of non-stem cancer cells into a more stem-like state under drug pressure. This is consistent with the concept of acquired drug resistance.

Epigenomic alterations emerged as a primary driver of acquired drug resistance in AML. In Ara-C-treated KG-1a cells, we observed significant changes in DNA methylation patterns. Leung et al. previously reported that AZA treatment significantly reduced DNA methylation levels in four AML cell lines, including KG-1a, HL60, HNT34, and AML193 with AZA significantly reduced their DNA methylation levels compared to pre-treatment [62]. While Ara-C is not directly associated with DNA methylation, our findings revealed a global increase in DNA methylation levels, with both hypermethylation and hypomethylation occurring in a gene-specific manner. DNA methylation changes were notably concentrated in regions flanking TSS and were linked to tumor-promoting pathways such as PI3K-Akt, Hippo signaling, and calcium signaling.

Chromatin accessibility profiling further identified critical transcription factors, including NR2F6, RXRA, REL, and SOX8, with elevated activity in resistant cells. These transcription factors regulate genes essential for cell survival and drug resistance, presenting potential therapeutic targets.

Our analysis also revealed that Ara-C-resistant KG-1a cells predominantly originate from subpopulations in the G2/M phase of the cell cycle. This suggests that intrinsic resistance is closely associated with the cell cycle stage. Combined scRNA-seq and scATAC-seq analyses showed that G2/M−phase cells exhibit distinct transcriptional and chromatin accessibility profiles, conferring a survival advantage under drug pressure. These findings align with Ara-C’s mechanism of action, which primarily targets DNA synthesis during the S phase, sparing cells in the G2/M phase. It highlights the importance of developing strategies that target specific cell cycle phases to enhance therapeutic efficacy and reduce resistance.

Contrary to traditional views that emphasize the role of genetic mutations in drug resistance, our whole-exome sequencing (WES) analysis revealed minimal contributions from exonic mutations to the rapid development of Ara-C resistance. We observed no significant nonsynonymous mutations in known drug resistance genes, highlighting the predominance of non-genomic mechanisms such as transcriptional and epigenomic regulation. These findings shift the focus toward alternative pathways driving resistance and emphasize the limitations of relying exclusively on genomic data to understand resistance dynamics.

Our results are consistent with the model of “chemotherapy-induced cellular plasticity,” wherein therapeutic pressure drives resistance primarily through epigenomic reprogramming rather than by selection of new mutations [22]. This paradigm is further supported by the recent evidence demonstrating that transient epigenomic changes alone can drive oncogenic transformation, even in the absence of genetic mutations [73]. Collectively, these observations highlight the fundamental contribution of epigenomic mechanisms to both tumorigenesis and therapeutic resistance.

While our work focused on resistance to non-targeted chemotherapy, a growing body of evidence indicates that resistance to mutation-targeted therapies in AML involves both genetic and epigenetic mechanisms. On the one hand, genetic escape mutations are a well-characterized route of resistance. For example, FLT3 inhibitors such as quizartinib and gilteritinib frequently give rise to the emergence of “gatekeeper” F691L mutations and activation-loop mutations that prevent effective drug binding [74,75]. Similarly, resistance to mutant IDH1 or IDH2 inhibitors (ivosidenib, enasidenib) may result from isoform switching, whereby leukemic cells shift from mutant IDH1 to IDH2 (or vice versa), restoring 2-HG production and blocking differentiation [76]. On the other hand, epigenetic mechanisms also play a pivotal role in resistance. For instance, IDH1/2 mutations drive R-2-hydroxyglutarate (R-2-HG) accumulation, which inhibits α-KG-dependent dioxygenases (e.g., TET2, JMJD3), altering DNA methylation and histone modification patterns to sustain differentiation blockades and resistance [77]. Additionally, LSCs leverage epigenetic plasticity to maintain quiescence and therapy resistance [78]. Despite these advances, our understanding of how genetic and epigenetic adaptations interact to mediate resistance remains incomplete, and more systematic, in-depth investigations are urgently needed.

Our study also highlights the utility of multiplexed scRNA-seq approaches. We developed NAMUL-seq, which integrates natural genetic variation with lipid-tagged barcoding (10x Genomics CellPlex), and successfully applied it across three cell lines under six experimental conditions. This approach demonstrates high robustness and scalability, offering significant potential for broad application in single-cell research across various fields.

Our study has several limitations that should be considered when interpreting the results. First, while AML cell lines offer a controlled and reproducible system for dissecting resistance mechanisms, they cannot fully capture the complexity of primary leukemia, which is shaped by the dynamic tumor microenvironment, patient-specific genetic backgrounds and other factors. A notable example is the dependence of leukemic stem cells on niche-derived signals, such as the CXCL12/CXCR4 axis regulating their quiescence and chemoresistance properties [79]. Although we validated some of our key findings using clinical samples, additional clinical or animal model data would further strengthen our conclusions and enhance the translational relevance of our mechanistic insights. Second, our clinical validation of DEC-resistant AML cells acquiring a more stem-like state was constrained by the limited availability of suitable patient specimens. This analysis was based on single-cell RNA-seq data from only three patients (six paired samples collected at diagnosis and post-relapse/refractory stages), all of whom received decitabine-containing combination therapies. This limitation is primarily due to the scarcity of available paired specimens meeting our criteria, which restricts our ability to validate our findings across larger and more diverse patient populations. Finally, our experimental design focused primarily on evaluating four single-agent therapies and the Ara-C/DNR combination. While this approach provides foundational insights, it should be noted that contemporary AML treatment regimens increasingly utilize multi-drug combinations to leverage synergistic mechanisms and enhance therapeutic outcomes. However, despite the expanding array of available drug combinations, clinical responses remain highly variable across patients, and the development of resistance leading to relapse continues to pose significant challenges. Our findings provide important mechanistic insights that could inform the design of future studies exploring more comprehensive combination strategies.

In summary, our study provides a detailed cellular and molecular overview of drug responses and resistance mechanisms in AML cells, emphasizing the critical interplay between transcriptional and epigenomic factors. In AML cells that rapidly acquire drug resistance, epigenomic regulation of the transcriptome plays a central role, with both intrinsic and acquired mechanisms contributing to overall resistance.

These findings offer actionable insights for addressing chemoresistance in AML. Targeting epigenetic modifications, such as site-specific DNA methylation and chromatin remodeling, in combination with conventional chemotherapy, could improve treatment outcome. Furthermore, identifying stem-like states and cell cycle-dependent resistance mechanisms highlights the potential of combination therapies that disrupt these adaptive processes. Future research should focus on elucidating the temporal dynamics of these changes and their functional validation to advance therapeutic strategies. Additionally, exploring the roles of non-genomic factors, tumor microenvironment and cellular metabolism in resistance development could provide new avenues for intervention.

## Conclusion

This study provides comprehensive insights into the mechanisms of drug resistance in AML, emphasizing the critical role of epigenomic regulation over genetic mutations. By integrating multi-omics approaches, we uncovered the dynamic heterogeneity of AML cells and identified G2/M phase subpopulations as a key source of Ara-C resistance. Epigenomic alterations, including DNA methylation and chromatin accessibility, were shown to drive rapid resistance development, while prolonged drug exposure reprogrammed AML cells toward a stem-like state. These findings underscore the multifactorial nature of chemoresistance and highlight potential therapeutic targets, such as transcription factors and cell cycle-dependent mechanisms. Future research should focus on translating these findings into targeted therapeutic strategies to improve outcomes in AML patients.

**Compliance with ethics requirements**

This article does not contain any studies with human or animal subjects.

**Data availability**

The multiplexed scRNA-seq data are available in the Gene Expression Omnibus under accession GSE279118 (https://www.ncbi.nlm.nih.gov/geo/). The raw and processed scATAC-seq data have been deposited in the Genome Sequence Archive at the National Genomics Data Center, China National Center for Bioinformation/Beijing Institute of Genomics, Chinese Academy of Sciences (accession no. HRA008868, https://ngdc.cncb.ac.cn/gsa-human), and in OMIX (accession no. OMIX007498, https://ngdc.cncb.ac.cn/omix). The 850 K methylation data can be accessed in the Gene Expression Omnibus under GSE279397. The whole exome sequencing (WES) data are available in the Sequence Read Archive (https://submit.ncbi.nlm.nih.gov/subs/sra/, SUB14780002).

## Funding information

This work was supported by the 10.13039/501100001809National Natural Science Foundation of China (No. 32071452 and 81770173), the Guangdong Province Basic and Applied Basic Research Foundation (No. 2024A1515012181), the Macau Science and Technology Development Fund (FDCT No. 0011/2023/AKP and 0098/2024/RIA2), the Faculty Research Grant of Macau University of Science and Technology (No. FRG-25-034-PRMRC), the Science and Technology Program of Guangzhou (2023A04J1477) and the Open Fund Programs of 10.13039/501100021177Shenzhen Bay Laboratory (No. SZBL2020090501003).

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Figures and Tables

**Supplementary Fig. S1:**
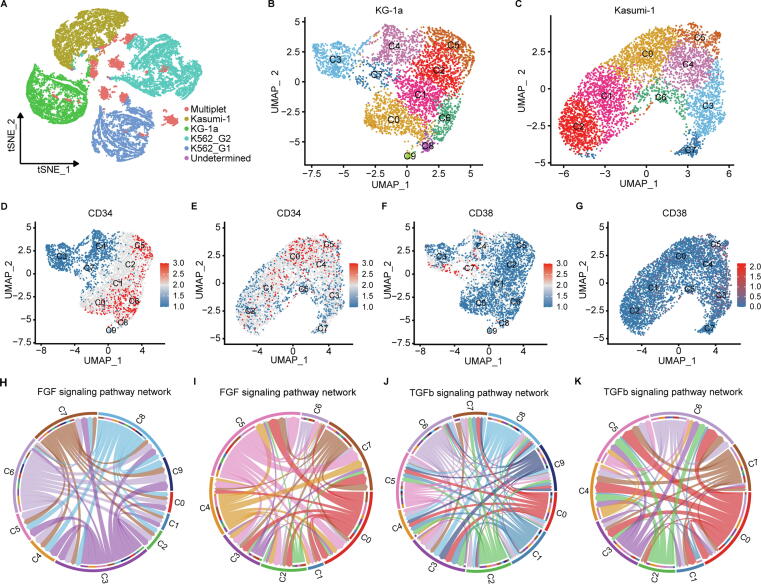
The Cellular heterogeneity and communication in KG-1a and Kasumi-1 cells as revealed by multiplexed scRNA-seq on BD Rhapsody platform. (A) The multiplexed scRNA-seq of KG-1a, Kasimu-1 and two K562 samples on the BD Rhapsody platform was demultiplexed according to the barcoded antibody signal. (B and C) Cluster composition in KG-1a (B) and Kasumi-1 (C). (D-G) Expression distribution of CD34 (D, E) and CD38 (F, G) in KG-1a and Kasumi-1. (H-K) FGF (H, I) and TGF-β (J, K) signaling pathway network among KG-1a and Kasumi-1 clusters.

**Supplementary Fig. S2:**
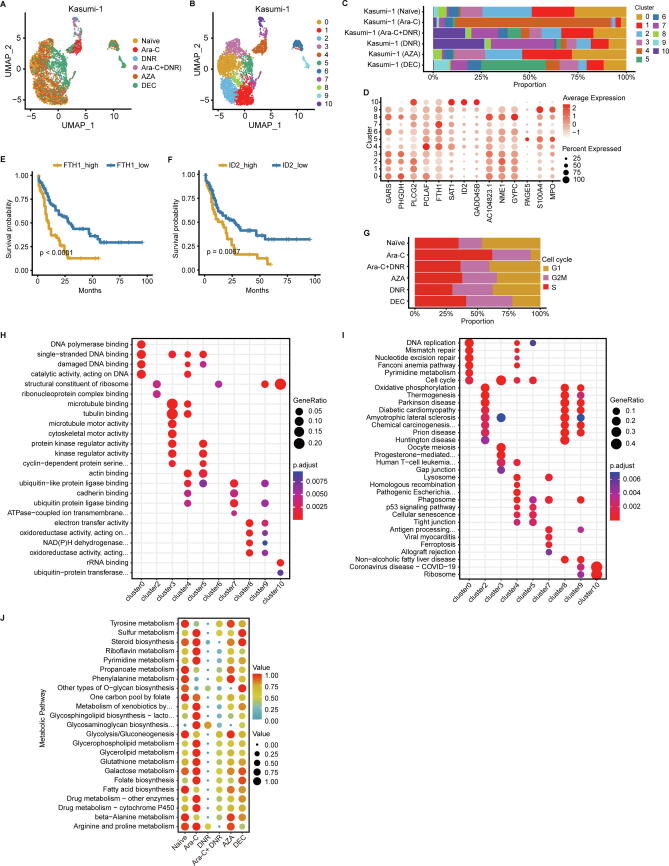
Single-cell transcriptomic profiles of Kasumi-1 treated with various drugs. (A) Sample source distribution of Kasumi-1 with different drug treatments in an integrated UMAP clustering. (B) Cluster composition in merged Kasumi-1. (C) Cluster proportion across different treatment groups in Kasumi-1. (D) Maker genes for each cluster in merged Kasumi-1. (E and F) Correlation between FTH1 (E) or ID2 (F) expression and AML patient prognosis. (G) Cell cycle distribution in different treatment groups of Kasumi-1. (H and I) GO (H) and KEGG (I) analysis of merged Kasumi-1 clusters. The complete expressions of the items with ellipsis are “cyclin−dependent protein serine/threonine kinase regulator activity”, “ATPase−coupled ion transmembrane transporter activity”, “oxidoreductase activity, acting on NAD(P)H, quinone or similar compound as acceptor”, “NAD(P)H dehydrogenase (quinone) activity”, “oxidoreductase activity, acting on NAD(P)H”, “ubiquitin−protein transferase regulator activity”, “Chemical carcinogenesis − reactive oxygen species”, “Progesterone−mediated oocyte maturation”, “Human T−cell leukemia virus 1 infection”, “Pathogenic Escherichia coli infection” and “Antigen processing and presentation”, respectively. (J) Metabolic pathway enrichment following different treatments in Kasumi-1. The complete expressions of the items with ellipsis are consistent with those in K.

**Supplementary Fig. S3:**
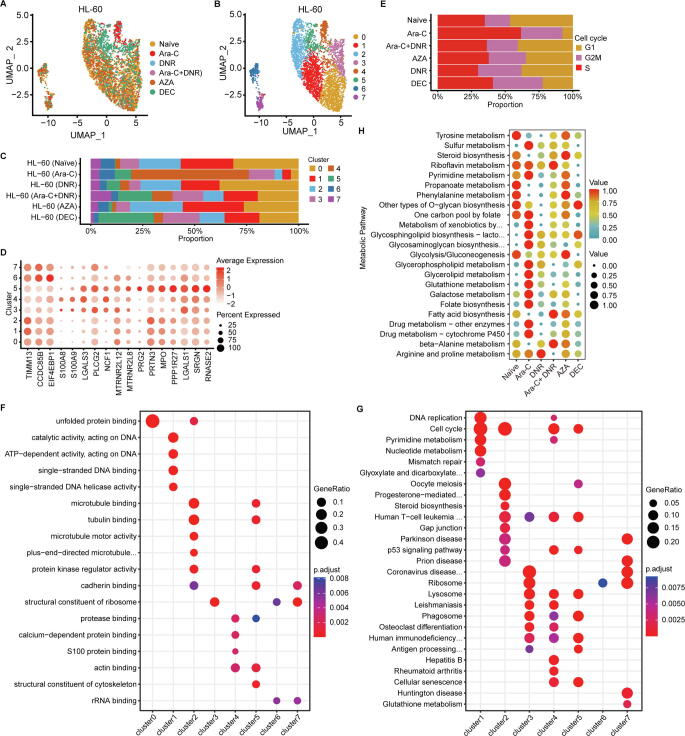
Single-cell transcriptomic profiles of HL-60 treated with various drugs. (A) Sample source distribution of HL-60 with different drug treatments in an integrated UMAP clustering. (B) Cluster composition in merged HL-60. (C) Cluster proportion across different treatment groups in HL-60. (D) Maker genes for each cluster in merged HL-60. (E) Cell cycle distribution in different treatment groups of HL-60. (F and G) GO (F) and KEGG (G) analysis of merged HL-60 clusters. The complete expressions of the items with ellipsis are “plus−end−directed microtubule motor activity”, “Glyoxylate and dicarboxylate metabolism”, “Progesterone−mediated oocyte maturation”, “Human T−cell leukemia virus 1 infection”, “Coronavirus disease − COVID−19”, “Human immunodeficiency virus 1 infection” and “Antigen processing and presentation”, respectively. (H) Metabolic pathway enrichment following different treatments in HL-60. The complete expressions of the items with ellipsis are consistent with those in K.

**Supplementary Fig. S4:**
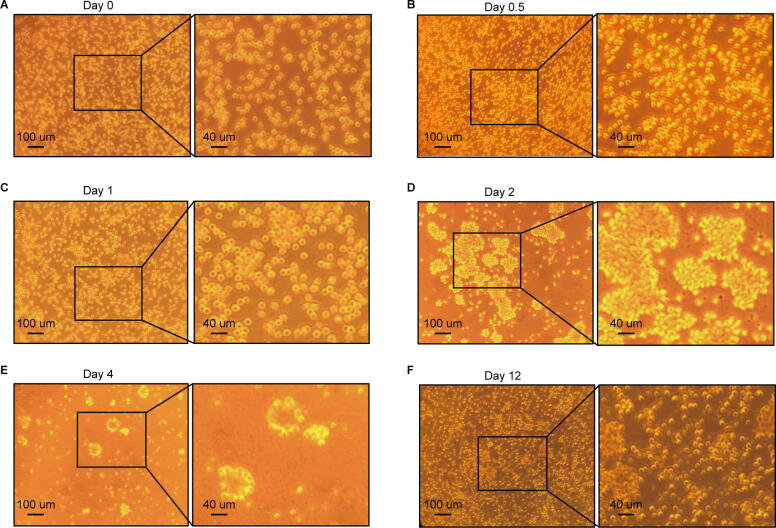
Cell state of KG-1a at different time points after 1 µM Ara-C treatment.

**Supplementary Fig. S5:**
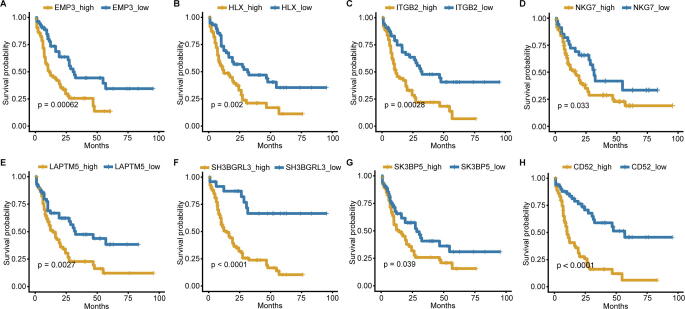
Prognostic significance of Ara-C resistant KG-1a marker genes.

**Supplementary Fig. S6:**
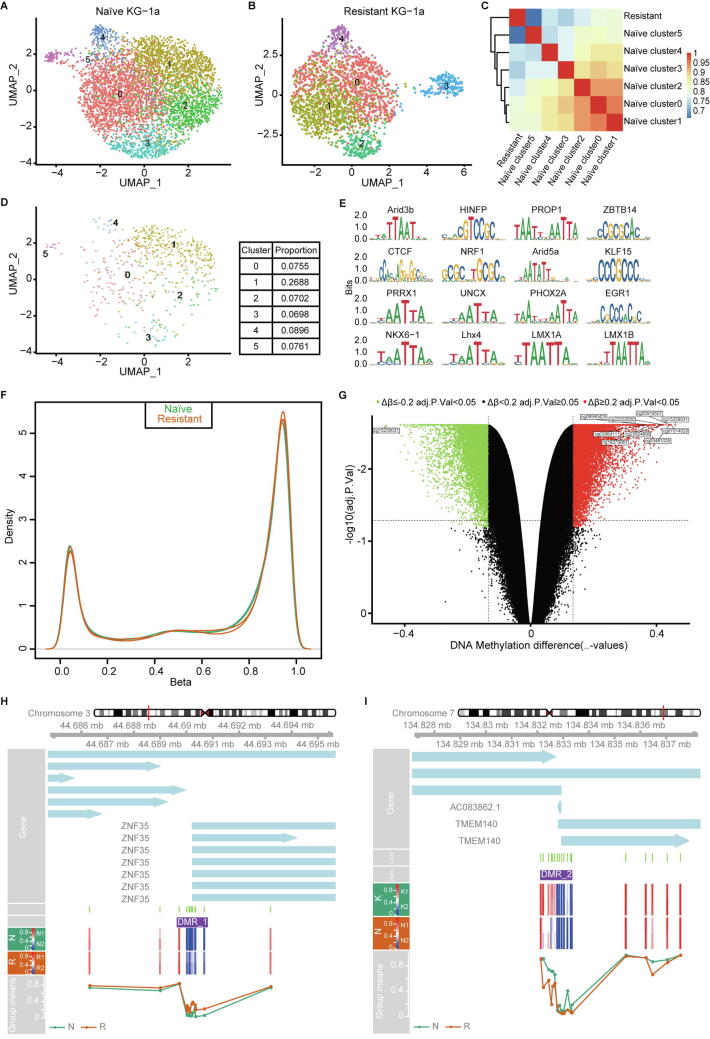
scATAC-seq and DNA methylation profiles in naïve and Ara-C resistant KG-1a. (A and B) Cluster composition based on scATAC-seq data for naïve (A) and Ara-C resistant (B) KG-1a. (C) Person correlation between bulk Ara-C resistant KG-1a and each cluster in naïve KG-1a. (D) Mapping each cluster of naïve KG-1a in scATAC-seq data to the naïve G2/M KG-1a in scRNA-seq data. (E) A selected list of the top 30 of enriched motifs in naïve KG-1a cluster 1. (F) β value distribution of DNA methylation in naïve and Ara-C resistant KG-1a. (G) Volcano map of differential methylation genes in Ara-C resistance KG-1a versus naïve KG-1a. (H and I) Two Methylated CpG Regions (DMR), ZNF35 (H) and TMEM140 (I).

**Supplementary Fig. S7:**
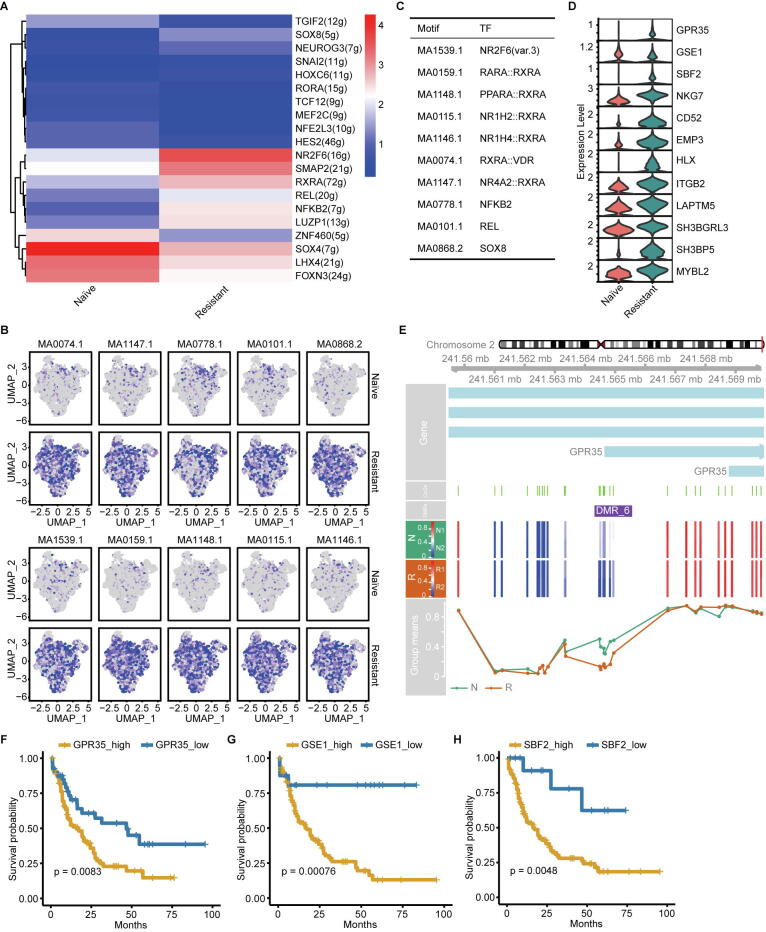
Integrated analysis of scRNA-seq, scATAC-seq, and DNA Methylation in naïve and Ara-C resistant KG-1a. (A) Differential TFs activity between Ara-C resistant and naïve KG-1a revealed by SCENIC analysis of scRNA-seq. (B) Differential motif activity revealed by ChromVAR analysis of scATAC-seq. The up of each motif represents naïve KG-1a and the bottom represents Ara-C resistant KG-1a. (C) The TFs corresponding to the motifs in B. (D) A representative list of genes differentially expressed between Ara-C resistant and naïve KG-1a. (E) Methylation patterns of GPR35 in the two types of KG-1a. (F-H) Correlation between GPR35, GSE1 or SBF2 expression and AML patient prognosis.

How the deposited data were processed for this re-analysis (not part of the article)

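Deposited data of 3 single-cell RNA experiments on AML cell lines were analysed. In NAMUL-seq, untreated KG-1a, Kasumi-1 and HL-60 cells and pools of the 3 lines after 3 days with 1 µM Ara-C, DNR, Ara-C + DNR, AZA or DEC carried 8 lipid tags in a shared droplet run, with 1 culture per line and condition. Tags were mapped to conditions by matching the numbers of the deposited CMO301 to CMO308 with those of CMO1 to CMO8 in Fig. 1A, a match that no source states. In the BD Rhapsody experiment, KG-1a and Kasumi-1 carried antibody tags. In the Ara-C time course, KG-1a cells carried 6 hashtags. The paper, its figures and the sample descriptions do not pair a hashtag with a time point, so those cells were described as a whole and by hashtag only, and no conclusion on time was drawn from them.

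The deposited files hold raw UMI counts per gene and cell, which the authors made as follows. For the droplet experiments they counted exonic and intronic reads against hg38 with Cell Ranger (3.1.0 and 6.1.1). They evaluated HTODemux and MULTIseqDemux in Seurat 3.1.4 for assigning tags, and removed doublets and untagged cells. Which method gave the final tags is not stated. For BD Rhapsody they converted the reads with bcl2fastq 2.20, aligned them to the hg38 transcriptome, took tag calls from the vendor's pipeline, removed multiplets and undetermined cells, and state filters in Seurat 3.1.0 for genes in at least 10 cells, 200 to 8000 genes per cell and at most 20% mitochondrial UMIs. The annotation release is not stated. In the deposited files, cells had over 2000 UMIs, at most 6000 genes and at most 20% mitochondrial UMIs, and the BD Rhapsody files list genes found in as few as 3 cells, which differs from the stated filters.

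The NAMUL-seq cells were filtered to 200 to 8000 genes and under 20% mitochondrial UMIs, which left 12683 of 12684, since 1 cell lay at 20%. Pooled cells were assigned to a line by 194 genes at 50 CPM or more in an untreated line and at least 4-fold above the other lines. Each cell's UMIs of these genes were fitted as a mix of the 3 untreated profiles, and a share of 0.7 or more placed the cell. Untreated cells that read as another line than that of their tag were dropped. UMIs were summed over the cells of each line and condition into 18 sums of 59 to 1937 cells and 1105024 to 29008665 UMIs. Whether sums pair by line was checked over 3433 genes at 20 CPM or more in every sum, on log2 values relative to the mean of the 3 sums of the same drug. The 45 pairs of sums of a line correlated at 0.773 to 0.977, and the 90 pairs of different lines and drugs at -0.567 to -0.292, where the centring itself makes values between lines negative. The line was therefore kept as a block.

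Differences were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, low-count filter, 13318 genes) with line and drug as factors, in 8 comparisons, and adjusted by Benjamini-Hochberg at 0.05. The fit had 10 residual degrees of freedom, a median prior of 10.2 and a biological coefficient of variation of 12.4%. The standard error of a log2 fold change is its size divided by the root of F. Gene lists were compared with camera in limma 3.58.1 at its preset correlation of 0.01 and again with an estimated correlation. On simulated sums with 100 genes changed 2-fold, edgeR called 99% of them in the Ara-C comparison, 91% with DNR, 95% with Ara-C + DNR, 99% with AZA, 100% with DEC, 98% in DEC against AZA, 80% in Ara-C + DNR against DNR and 90% in Ara-C + DNR against Ara-C.

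Genes were named by a rule. They are the genes the paper names, up to 8 with the largest changes in each direction at an adjusted p under 0.05, in the same direction in 3 lines and at 30 CPM or more, and up to 4 with the smallest adjusted p of each gene list. For a sum compared with another within a line, they are the 8 largest ratios each way among genes at 100 CPM or more, with a floor of 3 counts. Genes that mark the sex of a donor were left out of the text, a choice made after a table had been seen. The low-count filter left other genes untested.

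Cell cycle phases were scored with Seurat 5.3.0 on cells thinned to 5000 UMIs, which left out 0 to 18.2% of the cells of a sum, most in Kasumi-1 after DNR (18 of 99). Neighbours were counted among 30 nearest cells on 30 principal components of 2000 variable genes with scanpy 1.11.5, with equal cell numbers per condition. Distances between conditions are root mean square differences of log2 CPM, with 10 CPM added, over 7761 genes after thinning all sums to 1105024 UMIs. BD Rhapsody cells were clustered with leidenalg 0.10.2 on 30 components and 20 neighbours at resolution 0.8. Intervals of CPM values are exact Poisson, those of shares exact binomial, both at 95%, and they cover counting error only.

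Alternatives were DESeq2 1.42.0, RLE factors, no low-count filter, sums thinned to the smallest, a fit of the 2 groups alone, at least 1000 genes and under 10% mitochondrial UMIs per cell, assignment by clusters or at a share of 0.9, no line block, each line left out, other numbers of neighbours, no cell-cycle genes, no thinning, scanpy's phase scores, scoring within a condition, and resolutions of 0.4 and 1.2. Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9. SNP-based assignment and RNA velocity were left out because they need the reads, and survival because it needs patient data. Communication models, the developmental tree and the paper's own clusters were not rebuilt.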

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

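Of the tests given here, those on floating RNA, on germline induction in HL-60 and on too few UMIs in HL-60 were chosen only after the result was seen. The test of a mix of other conditions was written before its value was known but after the distances had been seen. That of a rise in a minority of cells was written before its value but after the DNR fold changes had been seen. The test of an even spread of germline UMIs was first split by line with a looser rule. The 3 patterns weighed were themselves noticed in the data: 4 were examined, and the 4th, few changes with AZA, was set aside afterwards. The limits for a closer look at genes of the paper (a log2 ratio of 0.5 in opposite directions in 2 lines, at 30 CPM or more) were set after values had been seen, and with 3 sums per drug no sum was tested for lying apart from the others.

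MPO and PLCG2 moved in opposite directions in 2 lines. After Ara-C, MPO had a log2 ratio to untreated cells of 0.66 in Kasumi-1 (95% Poisson interval 0.52 to 0.79) and -0.74 in HL-60 (-0.81 to -0.66). After Ara-C + DNR it had 1.24 in Kasumi-1 (1.05 to 1.42) and -0.54 in KG-1a (-0.96 to -0.15). PLCG2 after DNR had 1.13 in HL-60 (1.00 to 1.26) and -0.57 in Kasumi-1 (-0.69 to -0.45). The share of cells scored as G2/M changed with Ara-C by -7.38 percentage points in KG-1a and by 21.1 in Kasumi-1, but with scanpy's scores by 10.7 and 34.1, so this opposition depends on the scoring. These differences between lines were not tested, since each line had 1 culture per condition.

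Germline and cancer-testis genes, of which the paper names PAGE5, GCNA and DAZL for DEC, had a median log2 fold change of 1.94 over 16 genes with Ara-C + DNR. Of single genes only GCNA passed edgeR's threshold there, and it did not without KG-1a or without Kasumi-1. With an estimated correlation camera called no list in this comparison. In KG-1a, Kasumi-1 and HL-60 the CPM of the germline genes were 2.43, 4.75 and 1.94 times untreated with DNR, 1.48, 1.93 and 1.47 times with Ara-C, and 2.27 times in KG-1a with AZA. Against floating RNA of DEC cells as the whole cause, their CPM were 2.57 (1.76 to 3.66) to 8.34 times those of untreated cells of the same run, although the factor of 3 set for every line was not reached in HL-60. Against an equal rise in all cells of the 3 lines together, the UMIs sat in 0.489 (0.416 to 0.580) of the cells that an even spread would give. In HL-60 alone (0.765, 0.568 to 1.01) an even spread cannot be told apart from a clustered one. An unequal rise in all cells stays open, since 58.6% of DEC cells were positive where an even spread gives 93.2%. DEC-treated cells carrying the Ara-C + DNR tag may contribute. Cells with 1 or more germline UMIs held 0.493 (0.380 to 0.616) times those of such DEC cells, a value that 12.8% of untreated cells, positive at 1.33 UMIs, dilute. Cells with 3 or more carried the other DEC genes at 1.04 times the excess of DEC cells with 3 or more. Untreated cells chosen in the same way also held more of those genes, 543.5 CPM against 106.7 CPM in the other untreated cells. DEC-treated cells under this tag thus cannot be told apart from a rise in a minority of cells. For the latter, the genes that DNR raises reached 0.305 (-0.0963 to 0.804) of the excess of the other cells, in only 21 KG-1a cells, which decides neither.

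Of 73 cytosolic ribosomal protein genes, which the paper does not discuss, 52 were lower with Ara-C. Within S-phase cells alone the median change was 0.926 times that over all thinned cells (0.926 to 1.89 over the lines), so a shift into S phase does not account for the whole fall. On cells thinned to equal depth it was 1.15 times that over all cells (1.07 to 1.37). Thinning keeps a gene's expected share of a cell's UMIs, so this value cannot decide whether deeper cells account for the fall. On plain totals the medians were -0.36, -0.22 and -0.04 in KG-1a, Kasumi-1 and HL-60. A response to Ara-C may lower these mRNAs, as a hypothesis found and tested on the same data, and a rise of other abundant mRNAs, which would lower their share, was not tested.

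After Ara-C + DNR, HL-60 and Kasumi-1 lay near untreated cells. For HL-60, the distance to the mix of the line's other 5 conditions was 1.02 times the median of 200 random draws of that mix (95% of draws 0.973 to 1.03), as cells of other conditions carrying this tag would give, so such cells may make up this sum, but HL-60 after DNR, with far higher S100A9, had only 1.09, just above every draw, so the test leaves little room between a mix and a response. For Kasumi-1 the value was 1.06 (95% of draws 0.979 to 1.03, highest 1.05), which lies above every draw but within 1.1 times their median, so a mix cannot be told apart from a weak response. Too few UMIs in HL-60 would leave S100A9 unresolved, but it stood at 84.2 CPM (70.4 to 99.9) against 522 CPM with DNR. A weak response of HL-60 to the 2 drugs together stays open, while in KG-1a the distance was 1.42 times the median of draws.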

How the results depend on the processing

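The removal of Ara-C + DNR cells with 3 or more germline UMIs was chosen only after the result was seen. All other alternatives were set beforehand, and all of those were run. Except where it is named, the cause of a change was not tested.

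The counts of genes past the threshold depended on the settings. Without the low-count filter they were 1641 with DNR (521 higher, 1120 lower), 424 with Ara-C + DNR, 11 with AZA, 980 with DEC, 421 in DEC against AZA, 13 in Ara-C + DNR against DNR and 512 in Ara-C + DNR against Ara-C. With sums thinned to the smallest they were 977 with Ara-C, 80 with DNR (61 higher, 19 lower), 8 with Ara-C + DNR, 30 with DEC, 11 in DEC against AZA, 1 in Ara-C + DNR against DNR and 64 in Ara-C + DNR against Ara-C. In a fit of the 2 groups alone they were 912 with Ara-C, 772 with DNR, 288 with Ara-C + DNR, 62 with AZA, 240 in DEC against AZA and 35 in Ara-C + DNR against DNR. DESeq2 gave 15 with Ara-C + DNR and 219 in Ara-C + DNR against Ara-C (107 higher, 112 lower, with no adjusted p for 5422 genes). The stricter cell filter gave 2 with Ara-C + DNR. Assignment by clusters gave 669 with DNR (235 higher, 434 lower), 183 with DEC and 9 in Ara-C + DNR against Ara-C, and a share of 0.9 gave 165 with DNR (126 higher, 39 lower), 10 with Ara-C + DNR and 61 in DEC against AZA. Without Ara-C + DNR cells with 3 or more germline UMIs, 0 genes passed with Ara-C + DNR, and DAZL had a log2 fold change of -0.34. These cells were chosen by germline UMIs and dropped from Ara-C + DNR alone, so lower germline values follow from the choice. RLE factors gave counts within 1.5 times in the 8 comparisons, but with DNR 75.1% of the genes called were higher (DESeq2 59.9%), against 53.3% with TMM. The median of all genes with DNR shifted by 0.05 with either.

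Without the line as a block, edgeR called 0 genes with Ara-C, DNR, Ara-C + DNR, AZA and DEC and in Ara-C + DNR against DNR and against Ara-C, and 2 in DEC against AZA. At an unadjusted p under 0.05 there were 659, 278, 121, 1, 129, 105, 271 and 86 in that order. The pairing of sums by line thus changes the calls, as the large differences between lines would make it do.

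With each line left out in turn, the counts ran from 632 to 3564 with Ara-C, 7 to 210 with DNR, 0 to 15 with Ara-C + DNR, 153 to 446 with DEC, 42 to 107 in DEC against AZA and 0 to 816 in Ara-C + DNR against Ara-C. The lists past the threshold in Ara-C + DNR against DNR ran from 6 to 11. The log2 fold change of GBP1, DNR against untreated, ran from -0.29 (without KG-1a) to 2.78, and that of PAGE5, AZA against untreated, from -0.0886 (without KG-1a) to 1.92. For HSC and primitive progenitors as a list, DNR against untreated, camera's adjusted p ran from 0.000455 to 0.910, the latter without KG-1a and in the other direction.

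With a correlation estimated from the data, camera called 0 lists with Ara-C, DNR, Ara-C + DNR and AZA and in Ara-C + DNR against DNR and against Ara-C, 1 with DEC and 1 in DEC against AZA, the germline and cancer-testis genes. Of the 32 lists given, 29 were then no longer past the threshold, and pyrimidine metabolism with Ara-C was past it in neither case, while the medians of 32 lists kept their direction in every setting of the table.

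S-phase shares moved as follows. The stricter cell filter gave 28.9% in untreated KG-1a and 10.6% with DEC. Unthinned cells gave 71.4% in KG-1a with Ara-C, and in HL-60 41.1% untreated, 59.3% with Ara-C, 46.2% with Ara-C + DNR, 45.8% with AZA and 42.4% with DEC. Their G2/M shares with Ara-C were 48.5% in Kasumi-1 and 24.0% in HL-60. With scanpy, KG-1a had 47.9% with Ara-C, 19.0% with DNR, 24.7% with Ara-C + DNR and 8.69% with DEC. Kasumi-1 had 24.8% untreated, 16.7% with Ara-C, 24.8% with Ara-C + DNR, 28.1% with AZA and 24.7% with DEC, and HL-60 42.9% untreated, 44.2% with AZA and 43.2% with DEC. The Ara-C difference in Kasumi-1 was thus -8.09 percentage points. G2/M shares with scanpy, untreated, with Ara-C and with DEC, were 35.5%, 46.2% and 63.8% in KG-1a, 45.1%, 79.3% and 64.4% in Kasumi-1, and 37.1%, 43.4% and 38.9% in HL-60, so the Ara-C difference in KG-1a turned from -7.38 to 10.7 percentage points. Scored over each condition's own cells, S-phase shares were 39.8% untreated, 36.3% with Ara-C, 35.7% with DNR and 30.3% with DEC in KG-1a, 38.3% untreated and 37.8% with Ara-C in Kasumi-1, and 37.9% untreated and 40.3% with AZA in HL-60. The differences were then -3.52 percentage points in KG-1a and -0.558 in Kasumi-1 with Ara-C and -0.721 in KG-1a with AZA. Centring each condition on its own mean removes a shift shared by its cells.

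Among the neighbours of Ara-C + DNR cells, KG-1a had 18.9% from Ara-C and 23.4% from DNR and HL-60 17.5% from DNR at 15 neighbours, and KG-1a 20.3% and 21.5% at 50. Without cell-cycle genes KG-1a had 23.7% and HL-60 17.9% from DNR. Unthinned cells gave 23.1% from DNR in KG-1a, 8.58% from Ara-C and 17.6% from DNR in Kasumi-1, and 8.28% and 15.7% in HL-60. DNR stayed ahead of Ara-C in each line under these settings.

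In the BD Rhapsody data the lowest CD34 of a KG-1a cluster was 66.3 CPM with the stricter filter and 56.4 CPM at resolution 0.4, and Kasumi-1's CD38 had a highest cluster of 0.634 CPM at resolution 0.4 and a lowest of 0 at 1.2. The stricter filter left 252 KG-1a and 2306 Kasumi-1 cells and 3313 cells of the time course.

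Of 102 results for single genes, 92 were on the same side of the threshold with DESeq2, 102 with RLE factors, 101 with the stricter filter, 89 with clusters, 92 at a share of 0.9, 94 without the low-count filter, 85 with the 2 groups alone and 8 without the block. Thinned sums gave 69 of 93, and leaving out HL-60, KG-1a or Kasumi-1 gave 82 of 101, 77 of 100 and 69 of 102. All but the reversals named above kept their direction.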

Differences from the paper's values

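The comparisons of this part were made with results already seen, and none of them was a test.

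The paper gives 22017 cells for its primary NAMUL-seq data, and the deposited matrices hold 12683 cells within the limits used here. The paper's number is of cells before doublets and untagged cells were excluded, whereas the deposited files hold cells divided by tag. No alternative reaches the paper's value: without any filter there were 12684 cells, and with at least 1000 genes and under 10% mitochondrial UMIs 11605. The other numbers compared (cells of the BD Rhapsody lines, of the assigned lines and of the time course, mean genes per cell, and clusters of the BD Rhapsody lines) lay within 1.5 times of the paper's. With the stricter filter, the cells of KG-1a (252), of Kasumi-1 (2306) and of the time course (3313) and the 5 KG-1a clusters did not, nor did the 6 and 5 clusters at resolution 0.4.

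For CD38 in KG-1a, the paper states a restriction to 3 clusters. Here every KG-1a cluster had CD38, from 39.4 to 108 CPM, and the 3 highest were the 3 with the least CD34, which did not hold at resolution 1.2, where a cluster with 82.9 CPM of CD34 had the least CD38, 37.9 CPM. For the signalling of FGF, which the paper finds prominent, the ligands were low here, FGF2 at 3.33 CPM in KG-1a and FGF5 at 3.11 CPM in Kasumi-1.

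For PLCG2, the paper gives a marker of a Kasumi-1 cluster found with DNR and Ara-C + DNR. Over all Kasumi-1 cells PLCG2 was lower with both, at 505 and 654 CPM against 750.2 CPM, while ID2, GADD45B, SAT1 and FTH1 were higher. For MPO, in a HL-60 cluster that the paper finds with every drug, HL-60 cells had log2 ratios of -0.74 with Ara-C and -0.26 with DNR, and above 0 with Ara-C + DNR, AZA and DEC, while RNASE2, SRGN and PPP1R27 were higher with all 5. The groups here are whole lines, which are wider than the paper's clusters.

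The paper finds clusters rich in DNA replication, cell cycle, mismatch repair and pyrimidine genes reduced after Ara-C. Here 11 of 35 replication genes rose and 4 fell, 8 of 22 mismatch repair genes rose and 3 fell, and 13 of 40 pyrimidine genes rose and 4 fell, the last with a camera adjusted p of 0.098. With an estimated correlation camera called none of these lists. For microtubule processes, which the paper finds largely absent after Ara-C, 14 of 36 spindle and kinesin genes rose and 1 fell. With KG-1a left out, camera's adjusted p was 0.15 for DNA replication and 0.12 for mismatch repair, and without Kasumi-1 0.37 for the spindle genes. The paper's statements are on clusters and their shares. The values here are gene changes over whole lines, so they do not test those statements.

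The paper links Ara-C and DNR to oxidative phosphorylation and to shared effects on DNA replication. Here 25 of 77 nuclear genes of oxidative phosphorylation fell over the lines with Ara-C and 0 rose. In KG-1a alone the list was not low among random lists with Ara-C, and its median with DNR was 0.03. The paper's enrichment is in KG-1a clusters, whereas the groups here are whole lines. DNA replication genes had a median of 0.25 with Ara-C and -0.07 with DNR.

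On the developmental tree, the paper has DEC move the 3 lines towards the root. Genes of HSCs and primitive progenitors had medians with DEC of -0.14 in KG-1a, 0.08 in Kasumi-1 and 0.21 in HL-60, and granule genes a median of 0.59 over the lines. The granule median was smaller without HL-60, and some granule genes helped to place cells in HL-60. After Ara-C + DNR, which the paper has move HL-60 towards monocytes, HL-60's monocyte and macrophage genes had a median of 0.00, and after DNR, where it states the same, 0.45. The paper's HL-60 markers S100A8, S100A9, LGALS3 and NCF1 were higher than untreated after Ara-C + DNR, S100A9 at 84.2 against 40.2 CPM. The tree was not rebuilt, and these lists are not its branches.

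For the S phase of KG-1a, the paper's bars stand at about 35% (untreated), 75% (Ara-C), 32% (DNR), 48% (Ara-C + DNR), 43% (AZA) and 16% (DEC) in Fig. 1H, read by eye, and the values here were 31.3%, 66.5%, 24.9%, 41.6%, 38.7% and 14.4%, in the same order of size. With scanpy's scores the values with Ara-C, DNR, Ara-C + DNR and DEC differed from the paper's by over 1.5 times, as did those with Ara-C and DEC scored over each condition's own cells and that with DEC under the stricter filter.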

Other observations

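Of what is given here, the checks on AZA and the ranges over hashtags were chosen only after other results had been seen, as were the shares of neighbours within a cluster, the percentiles among random lists, the lineage sums of untreated cells, the intervals of DEC minus AZA and the breakdown of germline UMIs by line.

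KG-1a and Kasumi-1 of the BD Rhapsody data differed widely. Of 2265 genes at 100 CPM or more in either, 126 were over 4-fold higher in KG-1a and 61 in Kasumi-1. KG-1a held 2303 CPM of CYP1B1, a cytochrome P450 of steroid and xenobiotic oxidation (9.70 CPM in Kasumi-1), 1008 CPM of GCSAML, a signalling molecule related to a germinal centre protein (4.75 CPM), and 395 CPM of PAG1, an adaptor that restrains Src kinases (1.64 CPM). Kasumi-1 held 236 CPM of MPO (5.18 CPM in KG-1a) and 151 CPM of CLEC5A, a myeloid lectin receptor (2.66 CPM). These ratios compare 1 culture with another and were not tested.

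Within a line, DNR was accompanied in KG-1a by GZMB, the protease granzyme B of cytotoxic cells, which went from 2.31 to 321 CPM, and by BIRC3, an inhibitor of apoptosis (log2 ratio 3.08), while ITGA4, an integrin of homing, had -1.86. In Kasumi-1 after DEC, PSAT1 had a log2 ratio of -2.02, PHGDH -1.73, GARS -1.56 and YARS -1.27. PSAT1, GARS and YARS were also lower in Kasumi-1 after Ara-C (-2.04, -1.93 and -1.61), and PSAT1 and PHGDH after AZA (-0.54 and -0.62), so these falls are not particular to DEC. In HL-60 after DEC, CHI3L1 had 2.34 and CEBPE, a transcription factor of late granulocytes, 1.62. Over the 3 lines PSAT1 fell with DEC by 1.12 (standard error 0.27, adjusted p = 0.025 from edgeR), with an adjusted p of 0.198 without Kasumi-1 and 0.0912 without HL-60.

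With AZA, 0 genes passed edgeR's threshold (190 at an unadjusted p under 0.05, 0 with DESeq2, 62 in a fit of the 2 groups alone), where 99% of genes changed 2-fold in simulated sums were called. Its distance to untreated cells was 1.11 times that of 2 draws of the same sum (1.06 to 1.16 over the lines), against 1.39 times (1.31 to 1.53) with DEC. Smaller changes stay possible, and larger ones in a single line or in genes with few UMIs, where PAGE5 had 1.45 (standard error 0.50) without being called.

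The splits of the 6 sums of a comparison into 3 and 3 are 10 in all with the real split included, too few for a share under 0.05. The real split gave 3110 genes with Ara-C (highest other split 3), 400 with DNR (20), 291 with DEC (2) and 92 in DEC against AZA (1), and in each of these 1 split, the real split itself, gave as many. With Ara-C + DNR the real split gave 1 and the highest other 2, with 2 splits as large, and in Ara-C + DNR against Ara-C 27 and 162, with 2 splits as large. The split with 162 genes calls several times the real count, which points to a structure of these sums. It exchanges the 2 labels within 1 line, so a difference between the drugs that varies by line is not excluded, and without KG-1a the comparison gave 816 genes. With AZA and in Ara-C + DNR against DNR the real split gave 0 and the highest others were 1 and 2, so all 10 gave as many. Only 4 of the 10 splits part the sums of every line, and among these the highest other count was 0 in both comparisons.

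In the KG-1a time course, 16 of the 17 genes that the paper names for it were listed in every hashtag's matrix. Over the 6 hashtags NKG7, a granule protein of cytotoxic cells, ranged from 169.8 to 593.7 CPM (median 225), HLX, a homeobox factor, from 13.1 to 98.3 (20.2), NFKB2 from 17.1 to 71.9 (25.1) and MYBL2 from 163 to 415 (279). Hashtag 6 was highest for 11 of the 17 genes, hashtag 5 for 4, and hashtags 1 and 4 for 1 each, where SOX8 was listed in 2 matrices only, at under 0.1 CPM. Sums of S-phase genes ran from 4260 to 6792 CPM and of monocyte and macrophage genes from 7177 to 10402 CPM. The condition of each hashtag is not known here, so these ranges are not tied to time or resistance. GPR35 (7.00 to 22.0 CPM) and SBF2 (14.1 to 22.8 CPM) had UMIs in all 6 hashtags, whereas the paper reports both in resistant cells only. Free RNA in the pooled run can add to such levels and was not removed.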
